# Embryonic Exposure to TPhP Elicits Osteotoxicity via Metabolic Disruption in *Oryzias latipes*

**DOI:** 10.3390/toxics13080654

**Published:** 2025-07-31

**Authors:** Melissa C. Gronske, Jamie K. Cochran, Jessika D. Foland, Dereje Jima, David B. Buchwalter, Heather M. Stapleton, Seth W. Kullman

**Keywords:** triphenyl phosphate, medaka, metabolic disruption, skeletal toxicity

## Abstract

Triphenyl phosphate (TPhP) is a widely used organophosphate flame retardant and plasticizer, raising concerns over its health impacts. This study examined the effects of embryonic TPhP exposure on axial skeletal development and metabolism in medaka (*Oryzias latipes*), a vertebrate fish model relevant to human bone biology. Medaka embryos were exposed to 1 µM TPhP and assessed through early larval stages. TPhP impaired vertebral ossification, causing shortened centra and reduced cartilage in the caudal complex, alongside disrupted distribution of osteoblast-lineage cells. Key osteogenic genes were significantly downregulated at 14 days post fertilization, and transcriptomic analysis revealed altered mitochondrial pathways linked to skeletal disorders. Functionally, TPhP-exposed larvae showed reduced caudal fin regeneration and decreased metabolic rate and oxygen consumption, consistent with mitochondrial dysfunction. These findings indicate that TPhP disrupts bone development and metabolism by affecting osteoblast differentiation and mitochondrial regulation, highlighting the value of small fish models for studying environmental toxicants and bone metabolic disease risk.

## 1. Introduction

Bone disorders encompass a wide range of conditions that impact both early development and later stages of life, presenting significant health and socioeconomic challenges worldwide. Congenital skeletal disorders, such as skeletal dysplasias, are typically diagnosed in infancy or early childhood and result from genetic mutations that impair the normal formation and growth of bone and cartilage. These conditions are diverse, with over 400 distinct types recognized, and they occur at a rate of approximately 1 in every 5000 live births [1,2]. Advances in molecular genetics have identified numerous pathogenic variants affecting key regulators of bone and cartilage development, shedding light on the etiology and classification of these disorders [3]. In contrast, age-related skeletal diseases, including osteopenia, osteoporosis, osteoarthritis (OA), and rheumatoid arthritis (RA), predominantly affect older adults. These disorders are often characterized by bone and cartilage degradation, impaired structural integrity, and increased susceptibility to fractures or joint dysfunction [4,5]. Osteoporosis alone affects approximately 200 million people worldwide and is a leading cause of fragility fractures in aging populations [6]. Together, developmental and degenerative skeletal disorders impose a considerable burden on public health, highlighting the need for continued research into their underlying mechanisms and therapeutic interventions.

Exposure to exogenous factors is increasingly recognized as a key contributor to skeletal diseases, including skeletal dysplasia, degenerative bone conditions, and impaired fracture repair. Cigarette smoke, alcohol use, poor nutrition (obesity, vitamin D deficiency, etc.), and environmental toxicants are established risk factors for poor skeletal outcomes [7]. Heavy metals, pesticides, endocrine disruptors, per- and polyfluoroalkyl substances (PFAS), and dioxin-like compounds are demonstrated to disrupt osteogenesis, impact long-term bone health, and contribute to degenerative diseases by affecting inflammation, cytokine production, bone remodeling, and mesenchymal stem cell (MSC) recruitment and differentiation [8]. The skeletal system is additionally vulnerable due to its ability to sequester toxicants like heavy metals and the precision required by its highly conserved developmental processes [9,10,11]. This prolonged contact with harmful substances allows toxicants to interfere with critical cellular functions by inappropriately activating signaling pathways or inhibiting the activity, synthesis, or secretion of essential proteins [11,12,13,14].

Flame retardants are a broad group of chemicals incorporated into materials such as plastics, textiles, electronics, and building products to reduce flammability and help meet fire safety standards [15,16]. Historically, polybrominated diphenyl ethers (PBDEs) were among the most widely used flame retardants, applied extensively across consumer goods and construction materials [17]. Following regulatory actions and voluntary phase-outs, alternative flame retardants such as organophosphate esters (OPFRs) have increasingly replaced PBDEs in many applications [18,19]. These compounds are now commonly detected in indoor environments and global ecosystems, reflecting their widespread use and release [18]. Among these, TPhP is commonly detected in the environment, with concentrations typically ranging from ng/L to low µg/L in surface waters and up to 51 µg/g in indoor dust, demonstrating its pervasive global presence [20,21,22]. Despite its moderate lipophilicity (log K_ow ~4.6), TPhP exhibits variable bioaccumulation in aquatic organisms depending on the species and exposure conditions [23,24]. Human biomonitoring studies consistently detect TPhP exposure with urinary concentrations typically in the low ng/mL range, and TPhP or its metabolites have also been found in human hair, nails, and breast milk, suggesting systemic distribution and potential maternal transfer [25,26,27,28]. Together, these findings emphasize that TPhP is a ubiquitous environmental contaminant with demonstrated potential for bioaccumulation and biological effects across species, underlining the need for continued research into its ecological and human health impacts.

Growing evidence increasingly implicates triphenyl phosphate (TPhP) and other organophosphate flame retardants (OPFRs) in a range of adverse health effects, including neurotoxicity, developmental toxicity, immunotoxicity, endocrine disruption, and carcinogenicity [19,29,30,31,32,33,34]. Notably, as an endocrine-disrupting compound, TPhP has been shown to interfere with skeletal development, where embryonic exposures to TPhP in mouse embryonic limb bud cultures disrupts endochondral ossification at concentrations as low as 1–3 µM, indicating its potential to impair bone formation during critical developmental windows [35]. Consistent with these findings, aquatic models demonstrate significant osteotoxic effects in marine medaka (*Oryzias melastigma*) and zebrafish (*Danio rerio*) larva, resulting in attenuation of larval body length and formation of tail malformations [36,37]. Furthermore, chronic two-generational exposure to TPhP in marine medaka results in persistent developmental defects such as spinal curvature and pectoral fin abnormalities, highlighting the chemical’s potential for transgenerational developmental toxicity and long-term health impacts [36]. Together, these studies underscore the multifaceted toxicity of TPhP and its potential to disrupt critical biological processes across species and developmental stages.

This study explores the skeletal toxicity of TPhP, a widely used organophosphate flame retardant. Given the tightly regulated nature of skeletal development and its continual remodeling, the skeleton represents a sensitive target for toxicological disruption. Using embryos and larvae of medaka, we examined the developmental impact of TPhP exposure on skeletal formation and assessed fin ray regeneration as a measure of bone remodeling capacity. We evaluated skeletal morphology, larval metabolic rate, and the expression of genes and pathways involved in axial skeletal development. Our findings show that embryonic exposure to TPhP leads to impaired skeletal mineralization, vertebral and caudal fin malformations, and reduced metabolic function in medaka larvae.

## 2. Materials and Methods

***Medaka housing and care:*** All medaka (*Oryzias latipes*) in this study were cared for in accordance with standard protocols approved by the North Carolina State University Institutional Animal Care and Use Committee (#22–378). Adult medaka were housed at appropriate densities in 10 L and 30 L tanks in an enclosed, recirculating aquaculture system under a 14:10 h light/dark cycle. Conditions were monitored daily, maintaining temperature at 26 ± 2 °C and pH at 7.2 ± 0.2. The inbred orange-red Hd-dR (OR) and previously described transgenic strains [38] were used for the following experiments. All fish were monitored daily to ensure there was no change in health and prevent pain and suffering. TPhP exposure did not result in any physical harm to the animals, and no fish had to be sacrificed due to a decline in health and or increased stress from exposures. Additionally, none of the assessed endpoints induced any harm to any fish. Upon completion of each experiment, fish were euthanized using ice water at indicated time points for morphological assessment or RNA collection.

***Triphenyl phosphate exposure:*** OR embryos were collected from breeding tanks, cleaned, and staged by previously described methods [39]. Fertilized embryos were transferred to glass crystallizing dishes containing 10 mL of 1X embryo rearing medium (ERM), as previously described [38], at a density of 20–30 embryos per dish using four replicates dishes per treatment. Exposure to 0.1% dimethyl sulfoxide (DMSO) or 1.0 µM of TPhP (Sigma Aldrich) in DMSO began during early development at 4–6 h post fertilization (hpf) (blastula stage). The use of 1.0 µM TPhP was based upon previous studies in aquatic models demonstrating non-lethal, sub-chronic developmental effects on embryonic development following aqueous exposures to TPhP [36,37]. Embryos were cultured at 26–28 °C with static media with compound renewal (~80%) every 2–3 days until termination of the experiment at 14–20 days post fertilization (dpf). Free-swimming hatched larvae were fed 1–2 mg of ground Otohime B1 larval diet (Pentair) daily until termination.

***Whole-mount histological staining for bone and cartilage:*** Larvae were euthanized and stained at 20 dpf with an acid-free double stain solution (Alizarin red and Alcian blue), as previously described by Walker and Kimmel [40]. Briefly, larvae were anesthetized in ice water for 10–20 min and then immersed in a fixative solution containing 4% paraformaldehyde (PFA) in 1X phosphate-buffered saline (PBS), pH−7.0 (Thermo Fisher Scientific, Waltham, MA, USA) and gently agitated overnight at room temperature. Specimens selected for dual bone and cartilage staining were washed four times for 10 min each with 1% PBS before being washed and dehydrated with 50% ethanol, with rocking, at room temperature for 10 min. An acid-free double stain was made in two parts mixed just before staining. Part A contains 0.02% Alcian blue, 60 mM MgCl_2_, and 70% ethanol, while part B contains 0.5% Alizarin red S powder dissolved in water. Just before staining, the two parts were mixed in a ratio of 10 µL of part B to 1 mL of part A. Once the 50% ethanol was removed, the double stain was added to the larvae and rocked overnight at room temperature. Stained larvae were bleached in a 3% H_2_O_2_ and 1% KOH solution for 20 min at room temperature. Larvae were then cleared with a 20% glycerol and 0.25% KOH solution overnight before replacement with a 50% glycerol and 0.25% KOH solution. Samples were subjected to a graded series of 50%, 75%, and 90% glycerol in 0.1% KOH and stored in 100% glycerol at room temperature. Representative larvae from each treatment group (*n* = 8–10) were imaged under light microscopy using a Nikon SMZ1500.

***In vivo staining for bone mineralization and confocal microscopy*:** At 14 dpf, live medaka larvae treated with either DMSO or TPhP were stained and imaged to evaluate the localization of key cellular populations involved in osteoblast and chondrocyte development relative to mineralized bone. Specific transgenic reporter lines were used to label distinct cell types: mesenchymal progenitors including *tg*(*twist1:EGFP*), early osteoblasts *tg(col10a1:nlGFP)*, mature osteoblasts *tg*(*osx*/*sp7:mCherry*), and early chondrocytes *tg(col2a:EGFP).* Approximately 12 h before imaging, larvae were counterstained with 0.1% alizarin complexone (ALC; Sigma Aldrich, St. Louis, MO, USA) in embryo rearing medium (ERM) for 1 h at 26 °C or with 0.2% calcein (Sigma Aldrich) in ERM for 10 min at 26 °C. Following staining, larvae were washed twice in 1X ERM and incubated overnight in fresh ERM to allow for equilibration of the fluorescent dyes. Representative larvae from each treatment group (*n* = 8–10) were anesthetized in 0.03% tricaine (*w*/*v*) in ERM and mounted laterally in 35 mm glass-bottom dishes (MatTek Corporation, Ashland, MA, USA) to facilitate imaging of the axial vertebrae (vertebrae 17–19) and the caudal skeletal complex. In vivo imaging was performed using a Zeiss LSM 880 laser scanning confocal microscope (Carl Zeiss Microscopy GmbH, Jena, Germany) equipped with ZEN 2012 version 2.3 SP1 image acquisition software.

***Morphological assessment:*** Maximum intensity projections of confocal z-stack images from *tg(twist1:EGFP)*/ALC, *tg(osx/sp7:mCherry)*/Calcein, *tg(col2a:EGFP)*/ALC, and *tg(col10a1:nlGFP)*/ALC medaka larvae were generated using ZEN 2012 Imaging Software to produce two-dimensional representations of the axial vertebrae and caudal complex for morphological assessment. Gross evaluation included examination of the caudal skeletal elements and confirmation of mineralized centra and associated neural and hemal arches. For each treatment group, images from whole-mount stained individuals were analyzed using ImageJ V1.54 g (NIH) [41] to quantify the following morphometric features: area of mineralized centra (mm^2^), area of the intervertebral ligament (mm^2^), area of hypurals 1 and 2 (HP1, HP2) (mm^2^), area of the parahypural (PH) (mm^2^), area of the hemal arch of preural centrum 2 (HPU2) (mm^2^), and the lengths of PH and HPU2 (mm). For each structural feature, three independent measurements per individual (*n* = 8–10) per treatment group were averaged, and the data were then pooled to calculate means for vertebrae 17–19 and caudal fin components. Morphometric values from DMSO-treated larvae were normalized to 1, and values from TPhP-treated larvae were expressed as a proportion relative to DMSO controls.

***RNA isolation****:* At 14 dpf, larval medaka were euthanized in ice-cold embryo rearing medium (ERM) and pooled in microcentrifuge tubes to obtain 15–20 individuals per RNA sample. Residual water was removed, and Leibovitz’s L−15 medium (Corning, Mediatech, Inc., Manassas, VA, USA) supplemented with 10% fetal bovine serum (FBS; Atlanta Biologicals) was added. To isolate axial skeletal tissue, hatched larvae were passed multiple times through a 20–22-gauge hypodermic needle attached to a 3 mL syringe (Becton, Dickinson and Company, Franklin Lakes, NJ, USA). The resulting tissue suspension was filtered through 105 μm nylon mesh (Component Supply Co., Fort Meade, FL, USA) and transferred to fresh L−15/10% FBS medium. Under a dissecting microscope (Nikon SMZ1500, Nikon Instruments, Inc., Melville, NY, USA), axial tissue was carefully examined and trimmed to remove any remaining craniofacial or abdominal tissue. Cleaned samples were immediately flash-frozen in liquid nitrogen. Tissues were homogenized in TRI Reagent^®^ (Ambion^®^, Life Technologies, Carlsbad, CA, USA) using a handheld BioVortexer (Thomas Scientific, Swedesboro, NJ, USA), and total RNA was extracted following the manufacturer’s protocol. RNA concentration was determined using the Qubit^®^ RNA HS Assay Kit (Invitrogen, Carlsbad, CA, USA) with the Qubit^®^ 3.0 Fluorometer.

***qPCR****:* Complementary DNA (cDNA) was synthesized from 1 µg of total RNA using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA, USA). Each 20 µL reaction included random primers, MultiScribe™ Reverse Transcriptase, RNase inhibitor, dNTP mix, and 10X reverse-transcription buffer. Gene-specific primers were designed using Primer3 and synthesized by Integrated DNA Technologies (IDT) (Supplemental Table S1). Relative gene expression was quantified via real-time PCR using cDNA from DMSO- and TPhP-treated samples (*n* = 3–4 technical replicates of 3–4 biological replicates of 15–20 pooled larvae), with each reaction performed in triplicate on clear 96-well PCR plates (Olympus Plastics, Genesee, San Diego, CA, USA) using the QuantStudio™ 3 Real-Time PCR System. Each 20 µL qPCR reaction consisted of 10 µL of SYBR Green Master Mix (Life Technologies), 0.4 µL of 10 µM forward primer, 0.4 µL of 10 µM reverse primer, 1.6 µL of cDNA, and 7.6 µL of UltraPure™ distilled H_2_O (Life Technologies). PCR cycling conditions were as follows: (1) 50 °C for 2 min, (2) 95 °C for 10 min, (3) 40 cycles of 95 °C for 15 s and 60 °C for 60 s, and (4) a dissociation stage consisting of 95 °C for 15 s, 60 °C for 60 s, 95 °C for 15 s, and 60 °C for 15 s to generate melt curves and confirm primer specificity. Cycle threshold (Ct) values were determined using QuantStudio™ Design & Analysis Software v1.5.2 (Applied Biosystems), and relative gene expression was calculated using the ΔΔCt method [42], with normalization to the reference gene *RPL13α*. All primer pairs were assessed for optimal efficiency between 90–110%, and negatives (no template controls) were conducted for each experimental cDNA/primer pair.

***RNA-Seq****:* Illumina RNA library preparation and sequencing were performed at the NC State Genomic Sciences Laboratory (Raleigh, NC, USA). Total RNA was extracted from DMSO- and TPhP-treated embryos/larvae (*n*= 3–4 technical replicates of 3–4 biological replicates of 15–20 pooled larvae) and assessed for quality, concentration, and integrity using RIN ≥ 9 and an Agilent 2100 Bioanalyzer with an RNA 6000 Nano Chip (Agilent Technologies, Cary, NC, USA). From 1 µg of total RNA, messenger RNA (mRNA) was purified using oligo-dT magnetic beads from the NEBNext Poly(A) mRNA Magnetic Isolation Module (New England Biolabs, Ipswich, MA, USA). Complementary DNA (cDNA) libraries were generated using the NEBNext Ultra Directional RNA Library Prep Kit and NEBNext Multiplex Oligos for Illumina, following the manufacturer’s instructions. In brief, purified mRNA was chemically fragmented and reverse-transcribed into first-strand cDNA using random primers. Second-strand synthesis incorporated dUTPs to retain strand specificity. The resulting double-stranded cDNA was purified, end-repaired, and adenylated prior to adapter ligation. Size selection was performed using AMPure XP beads (Beckman Coulter, Brea, CA, USA) to isolate library fragments between 400 and 550 bp (including adapters). Libraries were then PCR-amplified to enrich fragments and incorporate unique index barcodes. Final libraries were purified and assessed for size distribution and concentration using an Agilent 2200 TapeStation with a High-Sensitivity DNA chip and a Qubit fluorometer (Thermo Fisher, Raleigh, NC, USA). Indexed libraries were pooled in equimolar amounts and sequenced on an Illumina HiSeq 2500 platform using a 125 bp single-end sequencing kit. Base calling was conducted with Real-Time Analysis (RTA) (V 2.4.11) software to produce raw BCL files, which were subsequently demultiplexed into FASTQ files for downstream analysis.

Bioinformatics processing and data interpretation were carried out in consultation with the Bioinformatics Core at the NCSU Center for Human Health and the Environment. The quality of sequenced data was assessed using FastQC, and poor-quality bases were trimmed from the 5′-end. The remaining good-quality reads were aligned to the medaka reference genome (ASM223467V1) using STAR aligner [43]. For each replicate, per-gene counts of uniquely mapped reads were calculated using htseq-count script from the HTSeq python package (V 2.0.9). We imported the count matrix to the R statistical computing environment (V 4.5.1) for further analysis. Gene count data were normalized for sequencing depth and distortion, and dispersion was estimated using DESeq2 Bioconductor package (V 1.40.2) in the R statistical computing environment [44]. We fitted a linear model using the treatment levels, and differentially expressed genes were identified after applying multiple testing corrections using the Benjamini–Hochberg procedure (padj < 0.05) [45]. Ingenuity Pathway Analysis (IPA, Qiagen, Valencia, CA, USA) version 01–10(01–10) provided predictive models of pathway modulation based on transcript abundance (control vs. TPhP treatment) [46]. Gene set enrichment analysis (GSEA (version 4.0.3)) software was used to show statistically significant differences between control and TPhP treatments [47]. Briefly, we pre-ranked all genes that were measured using RNA-Seq using fold-change * -log10(p value) and sorted in descending order. Enrichment analyses were conducted against curated C2 all-version 7.1 symbols. In the GSEA application, we modified the following parameters (enrichment statistics: classic, exclude large sets: 5000, exclude smaller sets: 15). We then assessed the top 20 differentially enriched gene sets and chose to present the most relevant gene set based on our described phenotypes.

***Fin Clip Regeneration:*** Larvae at 14 dpf (*n* = 35–48 larvae per treatment) were briefly anesthetized in ice cold 1X ERM. Once anesthetized, larvae were placed in a dissecting dish under a microscope with a thin layer of 1X ERM. Fin clips were then performed with a dissection blade. Larvae were returned to either 1X ERM containing either 1.0 µM TPhP or DMSO and incubated at 26 °C for 4 days under appropriate care and feeding. At 19 dpf, larvae were again briefly anesthetized, and fin growth was imaged under the dissection scope. Images were processed using ImageJ to measure the “stump width” (STU) and “regeneration area” (REG) in pixels [48]. The individual REGs were normalized to individual STUs to calculate the REG/STU ratio for comparison between treatment groups.

***Microrespirometry:*** A closed 24-well glass microplate system equipped with 24 optical sensor spots (one per well) (Loligo Systems, Viborg, Denmark) was used for all microrespirometry experiments. Medaka larvae (*n* = 5–8 larvae per treatment) were pretreated from early development at 4–6 hpf to 13 dpf with either TPhP (1.0 uM) or DMSO (0.1%), depurated for 24 h in clean 1X ERM, and assessed for oxygen consumption at 14 dpf. Oxygen consumption was measured by a 24-channel SensorDish reader (SDR; PreSens Precision Sensing, Regensburng, Germany). The wells were filled with 1X ERM and cleared of air bubbles using forceps, and then, individuals were added (one individual per each 500 uL well). The microplate was then sealed with Whatman™ UniSeal™ adhesive clear seal film and then submerged in a water bath. Temperature was maintained at 27.1 °C using a Cole-Parmer^®^ programmable Polystat^®^ temperature controller, which constantly circulated water through the water bath. Individuals were monitored for 4.5 h, as they depleted the oxygen within the well. MicroResp software (v1.0.4) (Loligo Systems, Viborg, Denmark) logged dissolved oxygen (DO) (mg/L) every 15 s. Individuals were subsequently dried overnight at 60 °C, and dry weight was obtained to the nearest 0.001 mg using a Sartorius CPA2P microbalance. DO measurements (as obtained from MicroResp software) were corrected for weight and respiratory volume before being plotted against time (in hours). The slope of the resulting line was taken as the SMR (in μg O_2_ g^−1^ h^−1^). The critical oxygen partial pressure (P_crit_) was determined as the point where the linear rate of oxygen changed significantly at lower oxygen partial pressures. Blank wells insured that microbial activity in ERM was negligible and did not positively bias measurements of oxygen consumption.

***Statistical Analysis:*** Results for the assays described above are presented as the mean ± SD. For the caudal complex morphological assessment, *n* = 8–10 replicates. For the morphological assessment of fin growth, *n* = 35–48 replicates. For the metabolic function test, *n* = 5–8 replicates. For qPCR analysis, *n* = 3–4 technical replicates of 3–4 biological replicates of 15–20 pooled larvae. Pairwise comparisons between DMSO and TPhP were conducted using an unpaired, two-tailed Student’s *t*-test. For all statistical analyses, a significance threshold of α = 0.05 was applied, with *p*-values below this threshold considered statistically significant.

## 3. Results

***TPhP exposure induces structural abnormalities in vertebral body formation:*** Medaka exposed to 1.0 µM TPhP between 4–6 hpf and 14 dpf demonstrated gross skeletal changes including abnormal development of the axial skeleton centra, distorted formation of hemal and neural arches, and atypical formation of the caudal fin (Figure 1, Figure 2 and Figure 3). On average, the DMSO-treated fish had a significantly longer standard length of 6 mm (±0.18), while the TPhP-treated fish had a standard length of 5.18 mm (±0.07) (Supplemental Figure S1). While no gross changes to mineralization density were observed within the axial skeleton, there were gross structural differences between the TPhP- and DMSO-treated individuals. At 14 dpf, DMSO-treated individuals exhibited vertebral columns composed of evenly spaced, hourglass-shaped centra, with well-developed neural and hemal arches extending dorsally and ventrally from the rostral ends of each centrum. In comparison, the centra and neural and hemal arches of the TPhP-treated medaka exhibited reduced growth and irregular patterning of the axial centra resulting in enlargement of the IVL (Figure 1A,B). Quantitative morphological assessments of the centra demonstrate the severity of skeletal malformation throughout the axial skeleton of 14 dpf larvae. More specifically, measurements were performed on caudal centra 17–19 to quantify changes in area of mineralized centra and area of intervertebral ligament (IVL). On average, the DMSO centra had an area of 0.0118 (±0.00028) mm^2^, while the TPhP centra had a significantly smaller area of 0.0031 (±0.0039) mm^2^ (*p* ≥ 0.05). Reduction in caudal centra size following TPHP treatment likely resulted in an enlarged IVL, with DMSO-treated larvae exhibiting an IVL area of 0.0016 (±0.00026) mm^2^ and TPhP-treated larvae exhibiting a significantly larger IVL area of 0.0098 (±0.00041) mm^2^ (*p* ≥ 0.1) (Figure 1C,D).

***TPhP exposure results in morphological deficits in the caudal fin***: Delayed and/or abnormal development of the caudal fin was observed in TPhP-treated larvae in comparison to DMSO-treated controls (Figure 2A–C). Fins exhibited shorter lepidotrichia (rays) within the caudal fin and an obvious lack of mineralized centra within both the caudal and the caudal complex skeleton comprised of the preural centrum and urostyle [49]. TPhP-exposed individuals exhibited both attenuated and often lacked formation of both hemal and neural arch structures in caudal and the caudal complex. Similarly, the formation of the hypural structures that form the ventral to the caudal notochord and support extension of the caudal fin rays were attenuated compared to DMSO-treated medaka. On average, the DMSO hypural 1 (HP1) and hypural 2 (HP2) cartilaginous structures had areas of 0.0064 mm^2^ and 0.0118 mm^2^ (±0.0003 and 0.0005), respectively. The HP1 in the TPhP-treated fish was significantly smaller, with an average area of 0.0048 mm^2^ (±0.003), while the average area of the HP2 did not differ from the DMSO group. Furthermore, the parahypural (PH) structure in the TPhP treatment group was significantly shorter at 0.13 mm (±0.008) compared to the DMSO group at 0.15 mm (±0.004), and the hemal arch of PU2 (HPU2) was significantly shorter at 0.106 mm (±0.008) and had a smaller area of 0.003 mm^2^ (± 0.0003) compared to the HPU2 structure of the DMSO-treated fish: 0.143 mm (±0.009) and 0.004 mm^2^ (±0.0004), respectively (Figure 2C).

To further examine structural changes within the axial and caudal skeleton, we utilized select transgenic medaka lines to highlight alterations in bone cellularity of notochord development *tg*(*col2a:*nlGFP), formation of mineralized axial skeleton in relation to the composition of mesenchymal osteoprogenitors *tg*(*twist:*EGFP), immature osteoblasts *tg*(*col10a1*:nlGFP), and mature osteoblasts *tg*(*osx/sp7:*mCherry). Collagen type II is an extracellular matrix component of cartilaginous tissues, which forms a general scaffold for notochord development. In control animals, *Col2a1a:EGFP* (Figure 3A,B) expression is mainly observed in the notochord and cartilaginous components in the head. The expression is diffuse during the early stages of development but localizes to the nucleus pulposus during notochord differentiation when *col2a1* is shut off. With TPhP treatment, *col2a1*-EGFP + cells were dispersed and disorganized throughout the centra/vertebral column at 14 dpf. There was also a grossly observable increase in the size of the intervertebral ligaments (IVLs), predominately within centra comprising both the caudal and caudal complex. Notably, the hypural and parahypural cartilage was malformed but still exhibited EGFP expression within the hypertrophic chondrocytes. The *tg*(*twist:EGFP*) transgenic line (Figure 3C,D) marks sclerotome-derived mesenchymal stem cells (MSCs), which are densely concentrated within the intervertebral ligament (IVL) region. In DMSO-treated individuals, EGFP-positive cells were consistently observed within the defined boundary between the IVL and adjacent centra across all imaged segments. Following TPhP treatment, EGFP + cell expression was significantly attenuated throughout the axial skeleton. The remaining EGFP-positive cells were primarily concentrated at the IVL–centrum interface. A subset of these cells appeared to be infiltrating the mineralized centra, suggesting active migration and potential differentiation into osteoblasts. The *tg*(*col10a1:nlGFP*) line (Figure 1A,B and Figure 3E,F) expresses GFP in a heterogeneous population of osteoblast progenitors and pre-mature osteoblasts and in chondrocytes at later stages. In DMSO-treated individuals, nlGFP expression was observed in the neural and hemal arches, around the centra of vertebral bodies, and within the lepidotrichia of the caudal fin [38]. Imaging of TPhP-treated *tg*(*col10a1:nlGFP*) highlights the abnormal development of the axial skeleton and caudal fin. nlGFP + cells appeared more tightly packed together within the lepidotrichia and hypural cartilages of the caudal fin as well as in the axial centra. The centra were noticeably shorter, and the neural and hemal arches were deformed or not present at all. The *tg*(*osx:mCherry*) line (Figure 3G,H) labels premature and mature osteoblasts that mineralize bone matrix. In control individuals, there was strong expression in the neural and hemal arches of the centra and fin rays of the caudal fin. The same was observed in TPhP-treated individuals, although the mCherry expression highlighted irregular development of the arches in the anterior portion of the vertebral column and in many cases highlighted a lack of arches in the posterior portion, including the caudal and caudal complex centra. The lepidotrichia of the caudal fin developed with normal mCherry expression but with noticeably smaller and fewer lepidotrichia compared to the DMSO controls.

***TPhP exposure delays bone regeneration in the caudal fin:*** Fin regeneration studies were conducted to determine if TPhP exposure directly impacts axial growth. Medaka embryos were exposed to 1 µM TPhP as described above, and 14 dpf larvae were subjected to caudal fin clip. Larvae were subsequently grown in their respective conditions, in the presence of either DMSO or 1 µM TPhP in 1X ERM, and assessed 5 days post amputation (dpa) for fin regeneration. At 5 dpa, DMSO- and TPhP-exposed larvae were imaged, and the total regeneration area (REG) was measured. Following the protocol established by Cardeira et al. (2016) [48], we corrected for inter-specimen variation by also measuring the stump width (STU) for each individual. We then calculated the REG/STU ratio for each individual and averaged across each treatment group. The results indicate that TPhP exposure significantly (*p* < 0.05) attenuates regeneration with a REG/STU of 92.8 (±7.25) compared to the DMSO controls with a REG/STU ratio of 151.8 (±13.9) (Figure 4A), with no significant difference in total tail width (STU) of 265.3 (±14.39) for TPhP-treated larvae and 255.2 (±14.31) compared to the DMSO-treated controls (Figure 4B).

***TPhP exposure significantly impacts transcriptional regulators of osteogenesis and their downstream targets*:** To link observed deficits in bone mineralization to molecular changes, qPCR was performed on isolated axial tissues from DMSO- and TPhP-treated medaka to assess expression of key genes within the osteoblast gene regulatory network (Figure 5). Expression of *runx2*, a key early transcription factor in osteoblast differentiation, was not significantly altered by TPhP exposure. However, *osx/sp7*, which acts downstream of *twist1* and *runx2*, exhibited a significant 2.8-fold reduction in expression in TPhP-treated larvae compared to DMSO controls. Similarly, *sox9b*, a teleost co-ortholog of *sox9* essential for both osteoblast and chondrocyte differentiation, was significantly downregulated by 2.5-fold. To further investigate terminal osteoblast differentiation, expression of genes associated with the extracellular matrix formation and deposition were assessed (Figure 6). *Col10a1*, a marker of both osteoblasts and hypertrophic chondrocytes in teleosts, was significantly downregulated by 15.4-fold in TPhP-treated medaka relative to controls, consistent with observed attenuation in the expression of *col2a1a* in the transgenic reporter line. By comparison, all other extracellular markers were significantly upregulated in TPhP-treated larvae compared to DMSO controls. *bglap* expression was increased 15.5-fold, *spp1/opn* expression was increased 2.8-fold, *col1a* expression was increased 9.7-fold, and *col2a1a* expression was increased 18.7-fold.

***TPhP alters global osteochondral disease pathways:*** Using global transcriptional analysis, we demonstrated that exposure to 1 µM TPhP from early embryogenesis (4–6 hpf, blastula) through early larval development at 14 dpf (1st fry stage) [39] results in broad transcriptional alterations within the axial skeletal tissues. Bulk RNA-Seq analysis conducted with RNA isolated from the axial body of DMSO and 1 µM TPhP exposed medaka resulted in 2499 differentially regulated genes (>1.5-fold up or down), with 1428 transcripts with significantly up- and 1071 transcripts with significantly downregulated genes (q < 0.05, all RNA-Seq data have been deposited in GEO# GSE303479). Analysis of RNA-Seq data revealed modulation in expression of the number of osteochondral-related genes. Within the dataset, we observed induction of hyaluronan synthase (*has1*), *mir24a−2*, and osteoprotegerin (*opg*). Similarly, several downstream extracellular matrix (ECM) genes involved in bone and cartilage formation, including *col1a1*, *col2a1*, and *col11a*, were significantly upregulated. In line with qPCR results, TPhP treatment also led to downregulation of key transcriptional regulators such as *sox9*, *twist2*, and *sp7.* Notably, some of the most significantly downregulated genes in the TPhP-treated dataset were components of the mitochondrial electron transport chain, including *cytochrome c oxidase subunits I and II*; *NADH dehydrogenase subunits 1*, *2*, *and 3*; and *ATP synthase F0 subunits 6 and 8* (Supplemental Table S2).

Ingenuity Pathway Analysis (IPA) of the global RNA-Seq dataset demonstrated enrichment of select pathways associated with osteochrondral signaling. 

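RNA was sequenced from 8 libraries of medaka axial tissue at 14 dpf, 4 from DMSO-treated larvae and 4 from larvae kept in 1 µM TPhP, starting at 4 to 6 hpf. Each library was one pool of 15 to 20 larvae, and the paper gives its number of biological replicates as 3 to 4. The authors trimmed the reads, aligned them to the medaka genome assembly ASM223467v1 with STAR and deposited the number of uniquely mapped reads counted on each gene, without normalization. The counts cover 18064 Ensembl gene identifiers, of which 499 had no count in any library. In the DMSO libraries, replicates 1 to 4, the total counts were 48691227, 50615770, 49525465 and 50225590, and in the TPhP libraries they were 50653238, 46561277, 47112150 and 51501685. The median total was 49875528 with DMSO and 48882694 with TPhP. Counts were normalized here by edgeR's TMM method, whose factors ran from 0.847 to 1.21, and genes with too few counts were left out by edgeR's default filter, which kept 15893 genes. Treatment was then tested with edgeR's quasi-likelihood test. All 8 libraries entered the test. The paper's text does not name the libraries behind its own comparison. The choices that could change the numbers were the test, the normalization, the filter on low counts and the libraries included.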

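At the paper's criteria (Benjamini-Hochberg adjusted p under 0.05 and a fold change above 1.5), edgeR's quasi-likelihood test over all 8 libraries called 0 of 15893 genes, with 0 higher and 0 lower in TPhP-treated larvae. The lowest adjusted p was 0.164. At an unadjusted p under 0.05 there were 2582 genes, 16.2% of those tested. In 1134 genes, 567 higher and 567 lower, every TPhP library lay on one side of every DMSO library, which is 7.14% of the genes where chance gives 2.86%. The libraries within a group were not alike. The first principal component of the log2 CPM (counts scaled to the normalized library size) held 41.1% of the variance. On it the TPhP libraries, replicates 1 to 4, lay at −33.8, 62.2, 29.8 and 57.6, and the DMSO libraries at −37.3, −20.0, −23.3 and −35.3. The second component held 22.9%. On it DMSO replicate 4 lay at 59.6, and DMSO replicates 1 to 3 at −32.6, −42.0 and −10.0. The TPhP libraries lay from −9.41 to 20.8 on the second component. The choice that moved the number of genes most among those set before the data were examined was leaving out TPhP replicate 1, with 1712 genes called, 940 higher and 772 lower. Leaving out any one of the other libraries gave between 0 and 4 genes. DESeq2, the tool the paper names, called 618 genes over all 8 libraries.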

Specifically, estrogen receptor signaling osteoarthritis pathway, RAR signaling, and adipogenesis were among the top enriched canonical pathways, with 234/408, 137/236, 122/204, and 88/135 molecules (respectively) expressed within each pathway (Figure 7A, Supplemental Figure S2). 

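Of the genes drawn in the osteoarthritis pathway of Supplemental Figure S2, those that Supplemental Table S1 pairs with an Ensembl identifier could be read from the counts. *Col2a1* (chromosome 5 of ASM223467v1, from 10252767 to 10305223, placed by its name) had 51.3 ± 20.3 CPM (SD, n = 4) in DMSO libraries and 205 ± 103 (SD, n = 4) in TPhP libraries. Its log2 fold change was 2.00 (standard error 0.43, adjusted p = 0.164 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes). Adjusted over the 9 genes of Supplemental Table S1 that could be read from the counts, the qPCR reference *rpl13a* included, the p was 0.00917. The lowest TPhP library had 81.5 CPM and the highest DMSO library 73.0, so that the groups did not overlap (two-sided exact permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow, and 0.0571 after adjustment over 18 genes). With each library left out in turn, the log2 fold change stayed between 1.74 and 2.26. With DESeq2 in place of edgeR, *col2a1* was called higher, at a log2 fold change of 1.99 (adjusted p = 0.00030). *Col10a1* (chromosome 24, from 21444770 to 21449998) had 320 ± 163 CPM (SD, n = 4) with DMSO and 514 ± 194 (SD, n = 4) with TPhP. The difference, a log2 fold change of 0.68 (standard error 0.46, edgeR adjusted p = 0.489), was within the spread of the libraries. DMSO replicate 4 alone had 88.2 CPM of *col10a1*. *Sox9a* differed by less, with 25.6 ± 4.50 CPM (SD, n = 4) with DMSO and 28.7 ± 2.03 (SD, n = 4) with TPhP.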

Within disease and functions, “embryonic development/development of the body trunk” and organismal injury/death were among the top ten significantly activated categories, with z scores of 2.98 (199 molecules) and 3.99 (410 molecules) associated with each category, respectively IPA analysis demonstrated a significant enrichment of mitochondrial dysfunction with predicted disruption of cytochrome complex functionality and loss of ATP synthesis promoting mitochondrial myopathy and cytopathy (Supplemental Figure S3, Supplemental Table S2). 

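The 9 genes of Supplemental Table S2 were matched to the counts by their Ensembl identifiers. Of these, 7 are encoded by the mitochondrial genome. By name, on the mitochondrial sequence of ASM223467v1, *nd1* lies from 2832 to 3806, *nd2* from 4017 to 5067, *cox1* from 5455 to 7011, *cox2* from 7167 to 7857, *atp8* from 7932 to 8099, *atp6* from 8090 to 8772 and *nd3* from 9626 to 9974. *Atp8* and *atp6* overlap by 10 bases, so that reads across both could have been counted for neither. Mean *cox2* expression was 2976 ± 977 CPM (SD, n = 4) in DMSO libraries and 332 ± 651 (SD, n = 4) in TPhP libraries. The 4 TPhP libraries, replicates 1 to 4, had 1309, 6.71, 5.56 and 6.20 CPM of *cox2*, and the lowest DMSO library had 1721. Its log2 fold change was −3.16 (standard error 1.67, adjusted p = 0.378 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The fall in *cox1* was smaller but more even. *Cox1* had 9690 ± 2820 CPM (SD, n = 4) with DMSO and 2446 ± 1887 (SD, n = 4) with TPhP, a log2 fold change of −1.99 (standard error 0.46, edgeR adjusted p = 0.164), and the 4 TPhP libraries had 5272, 1396, 1467 and 1648. *Atp8* had 1.94 ± 0.467 CPM (SD, n = 4) with DMSO. In the TPhP libraries it had 54, 0, 0 and 0 counts, where 3 counts, the floor used here, correspond to 0.0531 to 0.0583 CPM, a floor that covers counting error only. For each of the 7 mitochondrial genes, every TPhP library was lower than every DMSO library (two-sided exact permutation test, p = 0.0286 per gene, 0.0571 after adjustment over 18 genes). The nuclear receptor genes *nr1d4a* and *nr1d4b* did not separate the groups. *Nr1d4a* had 19.4 ± 4.64 CPM (SD, n = 4) with DMSO, and the TPhP libraries had 23.3, 2.03, 2.64 and 2.06. Across the 9 genes, 0 passed the criteria with all 8 libraries and edgeR, 1 passed with DESeq2 (*cox1*), and 9 passed without TPhP replicate 1. Adjusted over the 9 genes alone, 1 gene (*cox1*) had an edgeR p under 0.05, though the paper chose these 9 genes from its own comparison in the same experiment. The paper gives the change in this cluster of mitochondrial genes as its reason for measuring the respiration of whole larvae.

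**Figure D1:**
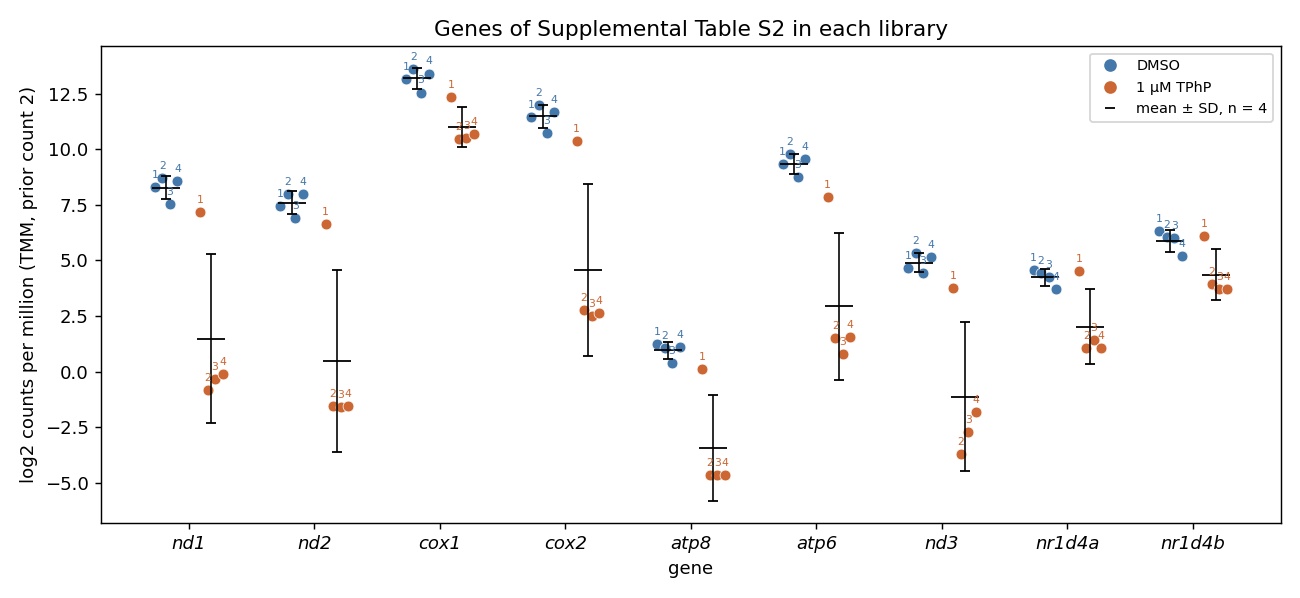
Expression of the 9 genes of Supplemental Table S2 (x axis) in log2 CPM (y axis) for each DMSO library (blue) and each TPhP library (orange), with the replicate number beside each point and the mean ± SD in black. For each gene, TPhP replicate 1 lies above the other TPhP libraries, as for *cox2* at 1309 CPM against 5.56 to 6.71.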

Further, gene set enrichment assessments (GSEA) predicted enrichment (normalized enrichment value of −3.93) of a network describing modulation (downregulation) of oxidative phosphorylation. among other up- and downregulated pathways, including hallmarks of cell signaling, apoptosis, and inflammation (Figure 7B).

***Microrespirometry*:** Due to the dysregulation of a cluster of mitochondrial genes observed in bulk RNA-Seq experiments, we conducted whole-organism microrespirometry with DMSO- and 1 µM TPhP-treated medaka larvae at 14 dpf. We observed a significant shift in respirometry measures between the control and treatment groups. Specifically, the metabolic rate (MO_2_) was significantly lower in medaka hatchlings exposed to TPhP (Figure 8A) (*p* ≤ 0.05). In DMSO-treated fish, the average MO_2_ was 5919 (±549) μg O_2_ g^−1^ h^−1^. In TPhP-treated fish, the average MO_2_ was 4551 (±288) μg O_2_ g^−1^ h^−1^. Additionally, the P_crit_, the point where an animal can no longer maintain its normal oxygen consumption rate, was significantly increased in TPhP-treated larvae (*p* = 0.05). In DMSO-treated fish, the average P_crit_ was 1.6 ± 0.1 kPa, whereas the average P_crit_ in TPhP-treated fish was 2.8 ± 0.3 kPa (Figure 8B).

## 4. Discussion

Exposure to polybrominated diphenyl ether (PBDE) flame retardants has previously been associated with the suppression of endochondral ossification [35]. With the phase-out of these BFRs, it is important that we understand the skeletal toxicity of organophosphate ester (OPE) replacements. In the present study, we demonstrate that embryonic exposure to 1 uM of TPhP disrupts axial skeleton development and metabolism in medaka (*Oryzias latipes*). TPhP exposure resulted in deformed centra throughout the axial body and had a pronounced effect on centra formation/mineralization within the caudal fin and caudal complex and formation of the hypural structures supporting fin lepidotrichia. 

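Among the genes of the osteoblast network that are paired with an Ensembl identifier in Supplemental Table S1, *runx2* (chromosome 24 of ASM223467v1, from 3138204 to 3183949, placed by its name) had 5.04 ± 1.36 CPM (SD, n = 4) in the DMSO libraries and 7.53 ± 1.17 (SD, n = 4) in the TPhP libraries of the RNA-Seq dataset. Its log2 fold change was 0.58 (standard error 0.22, adjusted p = 0.240 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Twist1* had 27.6 ± 3.84 CPM (SD, n = 4) with DMSO and 37.0 ± 12.3 (SD, n = 4) with TPhP. Its log2 fold change of 0.42 (standard error 0.25, edgeR adjusted p = 0.431) was not distinguishable from the spread between libraries, and it was called higher, at 0.63, without TPhP replicate 1. *Col1a* had 999 ± 369 CPM (SD, n = 4) with DMSO and 1435 ± 670 (SD, n = 4) with TPhP, and these ranges overlapped (log2 fold change 0.52, standard error 0.39, edgeR adjusted p = 0.532).

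**Figure D2:**
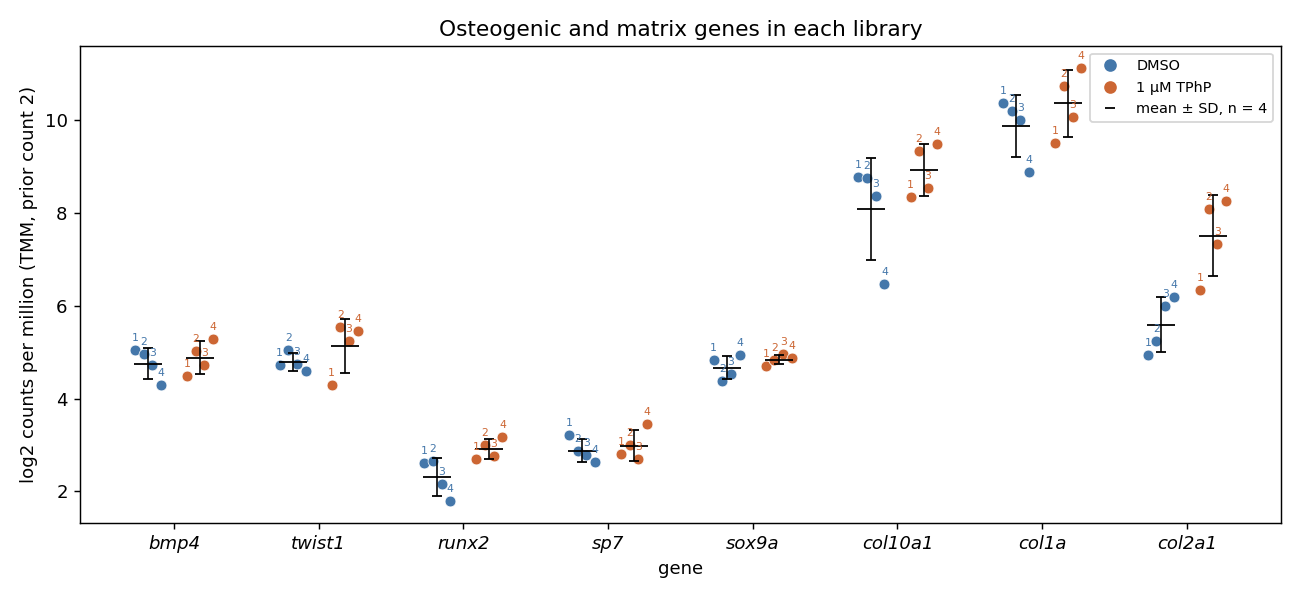
Expression of osteogenic and matrix genes (x axis) in log2 CPM (y axis) for each DMSO library (blue) and each TPhP library (orange), with the replicate number beside each point and the mean ± SD in black. The groups overlap for *twist1* and *col1a*, and do not for *runx2* and *col2a1*.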

Gene expression analyses support modification of osteogenesis and highlight putative disruptions in mitochondrial function. Supporting these observations, we demonstrate that fin regeneration is significantly compromised in TPhP-exposed medaka larvae in conjunction with a demonstrated decreased metabolic performance, suggesting that TPhP exposures may promote energetic deficiencies.

Our findings indicate that TPhP exposure attenuates growth of the skeletal structures, including centra, neural, and hemal arches, and lepidotrichia, as evidenced by visualization of whole-mount Alizarin red and Alcian Blue staining and quantitative morphometry of skeletal structures. In marine medaka, developmental exposure to TPhP was observed to induced abnormal pectoral fin development and spinal curvature [36]. Similarly, zebrafish embryos exposed to TPhP previously demonstrated morphological defects including abnormal tail development and spinal deformities including lordosis, scoliosis, and kyphosis, shortened tail, and tail-tip damage [37]. Findings from this study further extend morphological defects within the axial skeleton of TPhP-treated medaka in addition to definitive defects throughout the axial vertebral column, resulting in poorly formed and mineralized caudal and caudal complex centra.

In teleosts, notochordal cells guide the initial mineralization and segmentation of the chordacentra along the vertebral column [50]. Confocal imaging of transgenic medaka used in this study reveals segmented patterns of positive ALC and calcein staining within the centra, suggesting that early mineralization of the notochordal sheath remains largely unaffected by TPhP exposure. Since chordal ossification occurs early, we propose that TPhP primarily interferes with ossification events regulating the lateral expansion of vertebral bodies along the rostral and caudal axes. At 14 dpf in *tg*(*twist:EGFP*) fish, sclerotome-derived mesenchymal stem cells (MSCs) were more widely dispersed across a larger intervertebral ligament (IVL) area compared to controls, with EGFP + cells extending beyond the IVL into the centra. Prior studies indicate these *tg*(*twist:EGFP*) cells are likely differentiating into perichordal osteoblasts [51]. Despite an apparent decrease in *tg*(*twist:EGFP*) MSCs in TPhP-treated fish, *twist* mRNA levels were significantly elevated relative to DMSO controls. Additionally, perichordal ossification along the neural and hemal arches showed diminished nlGFP + signal in *tg*(*col10a1:nlGFP*) fish and reduced mCherry + cell populations in *tg*(*osx/sp7:mCherry*) fish after TPhP exposure. These cellular findings align with molecular data demonstrating downregulation of osx/sp7 and col10a1 expression in treated medaka. Collectively, these observations suggest that TPhP disrupts intermediate to late stages of osteoblast differentiation and may also inhibit the maturation of osteoprogenitors into osteoblasts, offering a potential mechanism for TPhP-induced vertebral body malformations. Interestingly, our findings are consistent with fetal exposures to a formulated BFR mixture (combination of PBDE and HBCD mixtures) in Sprague–Dawley rats [52]. Offspring of dams fed various concentrations of this mixture in their diet developed several skeletal abnormalities, including offset ossification of sternebrae, unossified sternebrae and vertebrae, and incompletely fused ossified centrums. Furthermore, TPhP exposure detrimentally impacted endochondral differentiation in ex vivo murine limb buds more than BDE-47, a PBDE FR, and significantly decreasing cartilage condensation at concentrations as low as 1 μM [35]. At 3 μM, TPhP decreased longitudinal growth of the limb buds, limited the extent of cartilage template development, and inhibited the differentiation of hypertrophic chondrocytes and osteoblasts. Altogether, these indicate replacement OPFRs may have similar modes of toxicity as their brominated predecessors. 

Many teleosts can regenerate damaged fin tissue, including the medaka. Fish fins are structures that contain no musculature and are mostly made up of bony fin rays covered with thin epidermal cells. Individual fin rays consist of a pair of concave hemirays (lepidotrichium), which are then further composed of segments joined by ligaments, and the remaining spaces are filled with mesenchymal cells. Further elongation of fins are made by sequential addition of new segments to the distal end of each fin ray [53,54]. Adult fish can fully regenerate their missing bony structures 5–14 days after amputation (dpa). Fin regeneration is known to be impacted by contaminant exposure; for example, select heavy metals have been demonstrated to inhibit fin regeneration in killifish (*Fundulus confluentus*) and mullet (*Mugil cephalus*) [55,56]. Our study assessed the impact of TPhP exposure on fin regeneration in developing medaka larvae rather than adults. Wound healing occurs through the same mechanisms but on a shorter timeline, similar to the three days in zebrafish larvae [57], allowing us to explore a variation of skeletal development. Our results demonstrated that TPhP attenuated fin regeneration in medaka larvae, consistent with our observations of attenuated skeletal development.

To further explore the phenotypic changes observed in TPhP-treated medaka larvae, targeted qPCR analysis was performed on axial tissue at 14 dpf, focusing on key genes within the osteogenic regulatory network. Exposure to TPhP significantly reduced the expression of osx/sp7, sox9b, and col10a. Both osx/sp7 and sox9b serve as early markers of osteogenic differentiation, and the skeletal abnormalities observed in the centra of TPhP-treated larvae closely resemble those observed in medaka with osx/sp7 knockdown via morpholinos. Specifically, osx/sp7 morpholino-treated fish show diminished formation of mineralized centra [51]. Sox9 is a critical transcription factor for chondrocyte differentiation and skeletogenesis. Unlike many vertebrates, teleost fish possess two co-orthologs, sox9a and sox9b, which have distinct roles in bone development. In zebrafish and related teleost species, sox9b is essential for the transition of epithelial cartilages into bone. Loss of sox9b disrupts this process and impairs the formation of skeletal elements such as cranial cartilage and the jaw [58,59]. Dong et al. [60] observed attenuated medaka hypural development in tandem with significantly decreased *sox9a* (equivalent to the zebrafish *sox9b* ortholog) expression in response to TCDD exposure. Additionally, *sox9b* zebrafish mutants exhibited malformed pharyngeal cartilage organs, indicating that *sox9b* is necessary for these cartilages to acquire their normal cell number either through cellular apoptosis or proliferation [61]. During early development in medaka, *col10a1* is expressed in chondrocytes and pre-osteoblasts. Tan et al. [62] developed a *col10a1* medaka mutant with a 5 bp deletion, of which the heterozygous mutants exhibited reduced *col10a1* expression compared to the wild types and exhibited shorter vertebral bodies and body length, similar to our observations from TPhP exposure. In ex vivo murine limb bud cultures, TPhP limited chondrogenesis and inhibited osteogenesis and suppressed the expression of *sox9* and *sp7* [35]. Interestingly, the expression of *twist* and *bmp4* was induced following TPhP exposure. Both genes serve as osteogenic drivers promoting differentiation of mesenchymal stem cells towards an osteoblast lineage [63]. In conjunction, we additionally observed a significant increase in the expression of markers for terminally differentiated osteoblast and formation of extracellular matrix, including *spp1*, *bglap*, *col2a1*, and *col1a*. Indeed, induction of these genes is counterintuitive to a reduction in centra formation and loss of mineralized bone structures within the axial skeleton. By comparison, exposure of medaka embryos/larvae to TCDD results in attenuation of terminal differentiation and extracellular matrix markers following developmental exposure consistent with loss of skeletal mineralization [38]. With TPhP exposures, upregulation of select transcriptional regulators (*twist* and *bmp4*) and extracellular matrix production may indicate a compensatory response to compromised osteogenesis and centra formation and mineralization. Alternatively, *osx*, *sox9b*, and *col10a* each have essential roles in chondrogenesis and osteochondral disease including osteoarthritis, where over-expression of *col10* has been noted [64]. For example, *osx*, while well-known for its role in osteogenesis, is demonstrated to facilitate coupling of terminal cartilage differentiation and endochondral ossification in addition to ossification and degradation of cartilage matrix [65]. Similarly, *sox9* serves as an essential transcriptional regulator of chondrogenesis in conjunction with expression of *col10*, and both are implicated with osteochondral pathogenic phenotypes including osteoarthritis [66,67].

In addition to targeted gene expression, we conducted bulk RNA-Seq on DMSO/TPhP-treated axial skeletal tissue. Supporting our targeted approach, we observed enrichment of select osteochondral pathways including osteoarthritis. The osteoarthritis pathway appears to be driven through increased expression of select osteogenic transcription factors including *osx*, *cepb-β*, and *dlx5* in conjunction with dysregulation of several upstream cell signaling modulators associated with osteogenesis including *mantn*, *grem1*, *bmp*, *FGF*, *Apelin*, and *wnt* (Supplemental Figure S2). 

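The transcription factor *osx*, listed as *sp7* in Supplemental Table S1 (chromosome 5 of ASM223467v1, from 10479247 to 10484743, placed by its name), had 7.38 ± 1.33 CPM (SD, n = 4) in DMSO libraries and 8.04 ± 1.98 (SD, n = 4) in TPhP libraries. The log2 fold change of *sp7* was 0.12 (standard error 0.20, adjusted p = 0.798 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it turned to −0.056 without TPhP replicate 4. For *bmp4* (chromosome 22, from 7806510 to 7814642), the values were 27.4 ± 5.88 CPM (SD, n = 4) with DMSO and 30.0 ± 7.37 (SD, n = 4) with TPhP. The log2 fold change of *bmp4* was 0.13 (standard error 0.21, edgeR adjusted p = 0.800), and it turned to −0.026 without DMSO replicate 4 and −0.025 without TPhP replicate 4. Neither difference was larger than the spread between the libraries. The genes *cebpb*, *dlx5* and *grem1* were not analysed here, because Supplemental Tables S1 and S2 pair them with no Ensembl identifier.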

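The mitochondrially encoded genes *nd1*, *nd2*, *cox1*, *cox2*, *atp8*, *atp6* and *nd3* were also summarized as the mean of their log2 CPM (prior count 2) in each library. This mean was 7.96 ± 0.453 (SD, n = 4) in DMSO libraries and 2.27 ± 3.09 (SD, n = 4) in TPhP libraries, a difference of −5.69 (two-sided exact permutation test over 70 splits, p = 0.0286, the smallest that 4 libraries against 4 allow). The DMSO libraries, replicates 1 to 4, had 7.95, 8.36, 7.33 and 8.20. Each TPhP library was lower, replicate 1 at 6.90 and the others at 0.57, 0.65 and 0.96. These 7 genes, of 13 placed on the mitochondrial sequence, are those that Supplemental Table S2 lists as lowered in the same experiment. They were chosen for their fall, so the p is not an independent test of it. Nor does their mean stand for the mitochondrial transcripts as a whole. The nuclear genes of oxidative phosphorylation were not analysed here.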

Interestingly, both IPA and GSEA demonstrate disruptions of mitochondrial function and oxidative phosphorylation with an end result of decreased energy production. This observation is consistent with previous reports that TPhP and other flame retardants may impact mitochondrial function [68].

To further investigate how loss of mitochondrial function may impact whole-organismal physiology, we subsequently conducted whole larval respirometry. The joint observation of decreased metabolic rate and increased P_crit_ suggest that the TPhP-treated fish are more energetically compromised compared to the control (DMSO) fish. Previous studies report that exposure to endocrine disrupting OPFRs, such as TPhP, may predispose individuals to metabolic disorders. Le et al. [69] demonstrated that mouse liver cells exposed to aryl- and chlorinated-OPFRs developed impaired mitochondrial structure, increased ROS production, decreased mitochondrial membrane potential (MMP), inhibition of the electron transport chain (ETC), and significantly decreased mitochondrial ATP production rate. Chinese hamster ovary (CHO-k1) cells exposed to aryl- and alkyl-OPFRs also demonstrated mitochondrial impairment as well as cell death through different mechanisms [70]. In the Japanese quail, there have been observations of TPhP significantly reducing metabolic rate and growth in chicks [71]. Decreased growth rate was also observed in weanling rats fed 1% ww of TPhP [72]. Considering the link between metabolic rate and skeletal growth, our findings further suggest that early-life exposure to TPhP disrupts this balance, likely by impairing mitochondrial function. Thus, exposure to TPhP and other OPFRs may increase the risk of bone metabolic disorders (BMD) such as osteoporosis, osteomalacia, osteogenesis imperfecta, metabolic arthritis, and more.

## 5. Conclusions

Together, our findings provide compelling evidence that TPhP disrupts key regulatory processes involved in skeletal development, particularly by impairing osteoblast differentiation and vertebral body formation during early-life stages. The observed molecular and cellular disruptions, including altered expression of osteogenic markers such as *osx/sp7*, *col10a1*, and *twist*, underscore the sensitivity of the developing skeleton to environmental toxicants. Importantly, the use of transgenic medaka models enabled detailed visualization of these perturbations in vivo, offering mechanistic insight into how TPhP interferes with conserved pathways of vertebrate skeletogenesis. Given the widespread presence of organophosphate flame retardants in the environment, our data raise significant concerns about their safety. These findings not only support the use of teleost models for toxicological assessment but also emphasize the urgent need for regulatory frameworks that consider the long-term skeletal risks associated with emerging replacement chemicals.

## Figures and Tables

**Figure 1:**
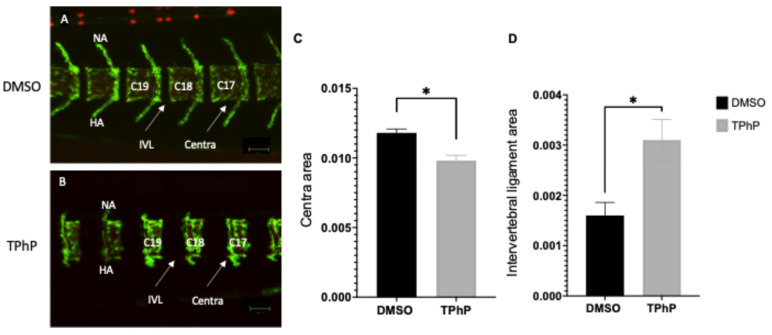
Morphological assessment of axial structures (V16–21) of tg(Col10a:egfp) medaka larvae at 14 dpf. Representative individual from DMSO (**A**) and 1.0 µM TPhP-exposed (**B**) groups are shown. Individuals were counterstained with ALC (red) to identify mineralized bone matrix within the context of osteoblasts and col10a (green) expressing osteoblast precursors. Images were captured using the Zeiss LSM 880 confocal system, 10× magnification (scale bars = 100 µm). Morphometric assessment of centra (V17–19) area (**C**) and intervertebral ligament (IVL) area (**D**). Values represent the mean of 8–10 independent measurements taken from vertebrae 17–19. Statistical differences between groups were assessed using Student’s *t*-test. Error bars represent SD, and asterisks denote statistical significance at (*p* ≤ 0.05). C17–19, centra 17–19 (rostral-caudal); HA, hemal arch; NA, neural arch; IVL, intervertebral ligament.

**Figure 2:**
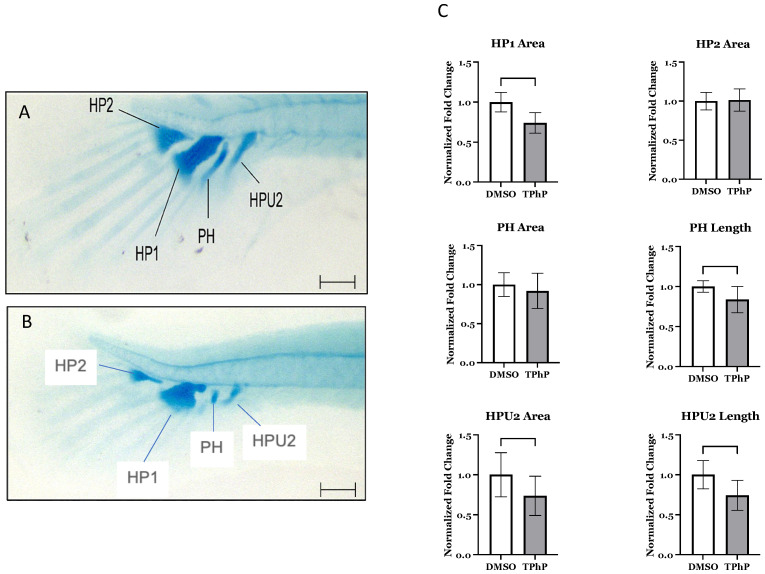
Morphological assessment of caudal complex structures of whole-mount Alcian blue staining for cartilage in medaka larvae at 20 dpf. Representative individuals from DMSO- (**A**) and 1.0 µM TPhP-exposed (**B**) groups are shown, 3.2× magnification. Total area of hypural structures are shown in (**C**), where DMSO values are normalized to 1. Values represent the mean from 8–10 separate measurements. Error bars represent SD. Scale bars in (**A**,**B**) represent 100 µm.

**Figure 3:**
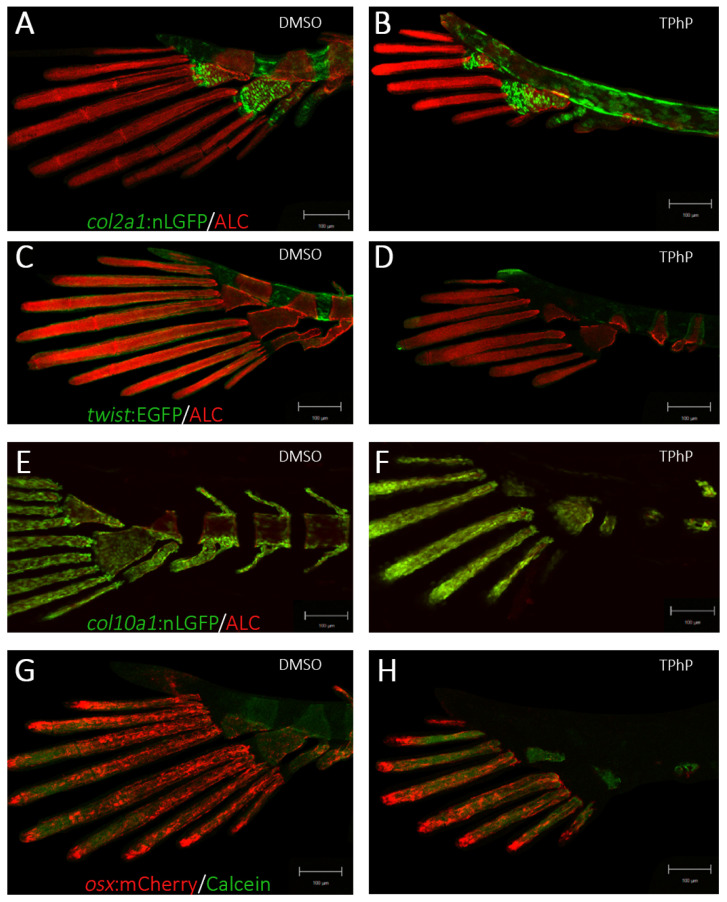
Representative confocal images of 14 dpf medaka exposed to DMSO or TPhP in the following transgenic lines: tg(col2a1:nlGFP) (**A**,**B**), tg(twist:EGFP) (**C**,**D**), tg(col10a1:nlGFP) (**E**,**F**), and tg(osx/sp7:mCherry) (**G**,**H**). Specimens were counterstained with Alizarin Complexone (ALC, red) or calcein (green) to visualize mineralized bone matrix in relation to osteoblasts and osteoprogenitor populations. Images were acquired using a Zeiss LSM 880 confocal microscope at 10× magnification (scale bars = 100 µm).

**Figure 4:**
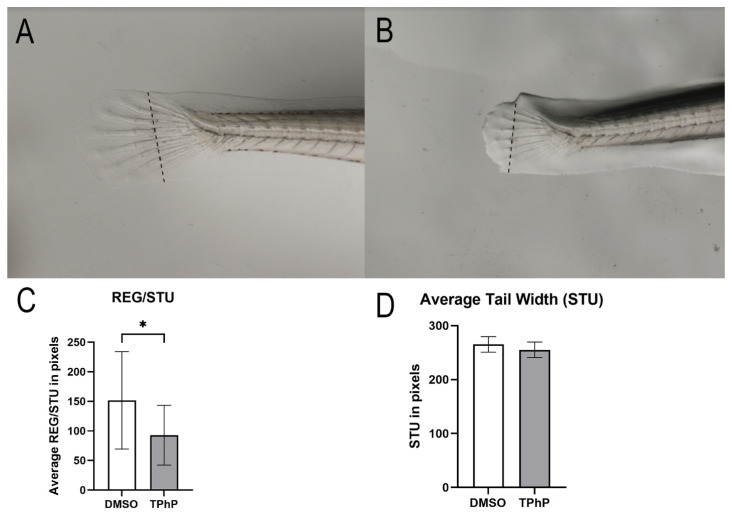
Morphological assessment of fin regrowth 5 dpa in whole-mount medaka larvae at 19 dpf. Representative individuals (*n* = 35–48 larvae per treatment) from DMSO- (**A**) and TPhP-exposed (**B**) groups are shown, 10× magnification. The REG/STU ratio is shown in (**C**); the STU measurement is shown in (**D**). The dotted line represents the STU measurement. Values represent the mean ± SD fold-change normalized to DMSO-treated controls. Asterisks indicate statistically significant differences (*p* < 0.05) using an unpaired, one-tailed Student’s *t*-test.

**Figure 5:**
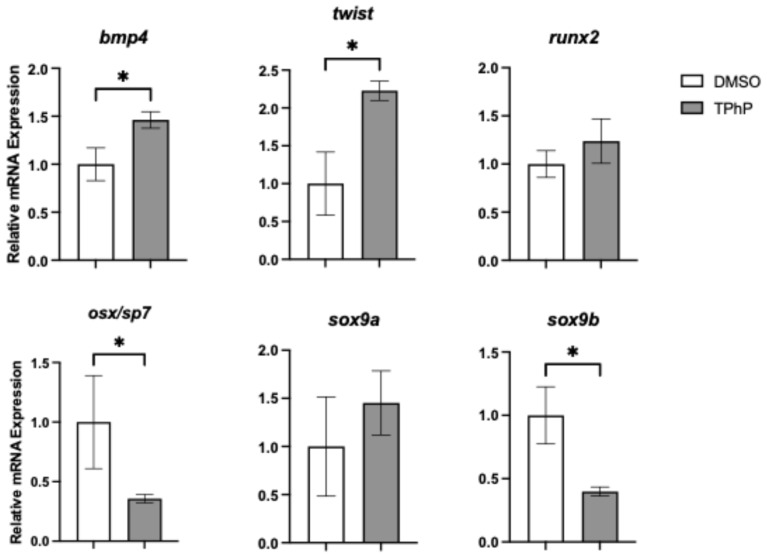
qPCR analysis of selected osteogenic transcription factors from axial tissue of medaka at 14 dpf. Data represent *n* = 3–4 technical replicates from 3–4 biological replicates, each consisting of pooled tissue from 15–20 larvae. Values represent the mean ± SD fold-change normalized to DMSO-treated controls. Asterisks indicate statistically significant differences (*p* < 0.05) using an unpaired, one-tailed Student’s *t*-test.

**Figure 6:**
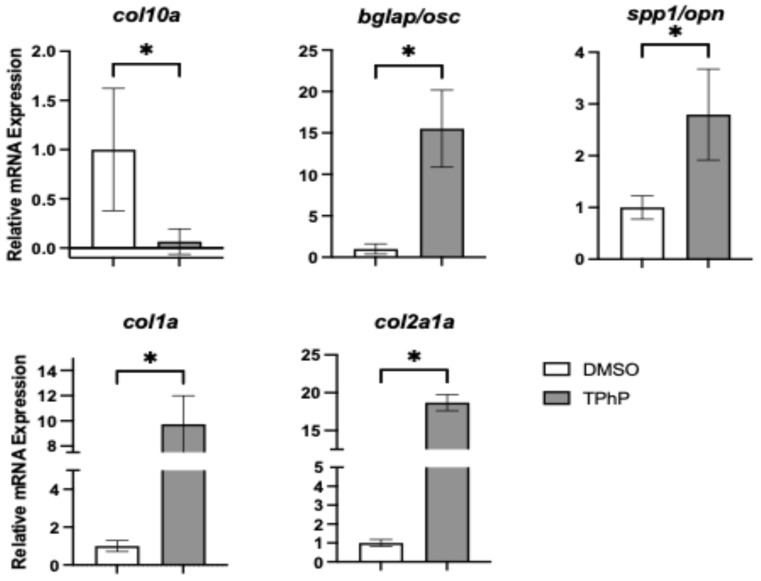
qPCR analysis of selected extracellular matrix (ECM) markers from axial tissue of medaka at 14 dpf. Each data point represents *n* = 3–4 technical replicates from 3–4 biological replicates, with tissue pooled from 15–20 larvae per replicate. Values represent the mean ± SD fold-change normalized to DMSO-treated controls. Asterisks indicate statistically significant differences (*p* < 0.05) using an unpaired, one-tailed Student’s *t*-test.

**Figure 7:**
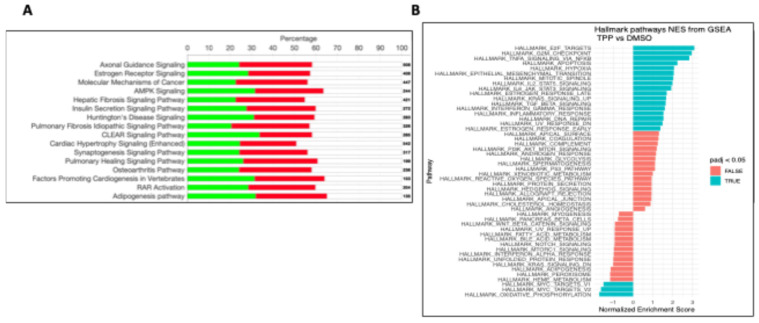
Bulk RNA-Seq gene analysis. (**A**) Ingenuity analysis, top canonical pathways, green upregulated genes, and red downregulated genes within each pathway; bold numbers represent total number of genes within the pathway. (**B**) Gene Set Enrichment Analysis TPhP vs. DMSO. Blue bars represent statistically significant positive enrichments at padj < 0.05; red bars represent pathway enrichments padj > 0.05.

**Figure 8:**
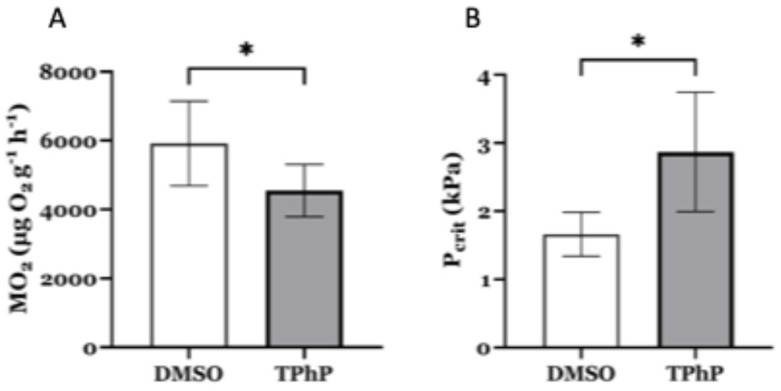
Metabolic function test in medaka larvae at 14 dpf. (**A**) Metabolic rate of DMSO- and TPhP-treated fish. (**B**) Critical oxygen tension (P_crit_) of DMSO and TPhP fish. Values represent the mean ± SD fold-change *n* = 5–8 larvae per treatment normalized to DMSO-treated controls. Asterisks indicate statistically significant differences (*p* < 0.05) using an unpaired, one-tailed Student’s *t*-test.

## Data Availability

The data presented in this study are available on request from the corresponding author. Bulk RNA-Seq data are available through GEO, accession #GSE303479.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/toxics13080654/s1. Table S1: qPCR Primer sequences; Table S2: Down regulation of mitochondrial genes following TPhP treatment; Figure S1: Larval growth; Figure S2: IPA osteoarthritis pathway TPhP vs. DMSO. Figure S3: Graphical output of IPA Mitochondrial disruption of TPhP vs. DMSO bulk RNASeq datasets.

# Supplementary material for: Embryonic Exposure to TPhP Elicits Osteotoxicity via Metabolic Disruption in Oryzias latipes
**Source:** Toxics. 2025 Jul 31;13(8):654. doi: 10.3390/toxics13080654

Supplemental Table S1. qPCR Primer sequences

| Gene             | Primer Sequence (5' – 3')          | Transcript ID      | Primer efficiency |
|------------------|------------------------------------|--------------------|-------------------|
| <i>bmp4</i>      | CAACGATGATAGCCCCCTAA (forward)     | ENSORLG00000013304 | 100.00%           |
|                  | GCTGGTTGTGTGGAGTCTGA (reverse)     |                    |                   |
| <i>twist 1</i>   | AAAACGGGGAGGACTCAGAT (forward)     | ENSORLG00000007251 | 98.90%            |
|                  | GAGGGCAAAGTGGGGATAAT (reverse)     |                    |                   |
| <i>runx2</i>     | GAGCTTCACGCTGACAATCA (forward)     | ENSORLG00000010169 | 101.80%           |
|                  | CTCTCACTCGCATCCTTTCC (reverse)     |                    |                   |
| <i>osx/sp7</i>   | GCCTCTGACCTTCAAACAGC (forward)     | ENSORLG00000005215 | 100.00%           |
|                  | GGCTTTGGACACGAGAAGAG (reverse)     |                    |                   |
| <i>sox9a</i>     | CTCAACATCGACTTCCGTGA (forward)     | ENSORLG00000007960 | 102.10%           |
|                  | GTCGAACGTCTCAATGTGGG (reverse)     |                    |                   |
| <i>sox9β</i>     | AGCTACGGGTCTTCAACCT (forward)      | Gene ID: 100125804 | 98.60%            |
|                  | GCTGTAGTAAGAGTTGGCAC (reverse)     |                    |                   |
| <i>col10a</i>    | TGCTCCAGGTATTCCAGGTC (forward)     | ENSORLG00000013436 | 95.80%            |
|                  | GTTTGGCTTTTGAACCTGA (reverse)      |                    |                   |
| <i>bglap/osc</i> | AAAGAGACCTGGCTGCTGTT (forward)     | ENSORLG00000025538 | 105.50%           |
|                  | GCCCTCAGTGTACAGCATTT (reverse)     |                    |                   |
| <i>spp1/opn</i>  | TGTCCTCCAGCGTATCTCAA (forward)     | ENSORLG00000020900 | 102.00%           |
|                  | CCTCCTCCTCTTCCTCCTGT (reverse)     |                    |                   |
| <i>colla</i>     | GGTTCGTGCTGGTAACGATGG (forward)    | ENSORLG00000017013 | 97.4              |
|                  | CCAGGCATTCCAATAAGACC (reverse)     |                    |                   |
| <i>col2a1</i>    | ACAGCCGCTTCACCTACAGT (forward)     | ENSORLG00000012738 | 99.60%            |
|                  | GGGCCTATGTCAACTCCAAA (reverse)     |                    |                   |
| <i>rpl13a</i>    | CTATGACCAATAGGAAGAGCAACC (forward) | ENSORLG00000014599 | 103.00%           |
|                  | GCAGAGTATATGACCAGGTGGAA (reverse)  |                    |                   |

<sup>a</sup> Primers used for qPCR analysis. Gene names, Ensembl and/or NCBI GenBank Accession IDs, and primer efficiencies are included for each gene examined.

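The Ensembl identifiers in this table pair each gene name with the counts of one gene. Of the 20 genes that Supplemental Tables S1 and S2 pair with an Ensembl identifier, 18 could be read from the counts. The other two, *bglap* and *spp1*, were not analysed here. The identifiers were matched exactly, and 13 of the 20 genes were also placed on the assembly ASM223467v1 by name.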

<sup>b</sup> Coding sequences were obtained from the Ensembl (ID= ENSORLGXXXXXXXXXX) and/or NCBI GenBank databases (ID= NM/XM\_XXXXXXXX.X). Forward and reverse primer were confirmed by Blast analysis against the NCBI database and/or Ensembl medaka genome. Japanese medaka HdrR in Ensembl release 114, May 2025.

<sup>c</sup> Primer efficiencies were conducted for each gene-specific primer using 10-fold cDNA dilutions. Cycle threshold (C<sub>t</sub>) values were plotted against log(cDNA) concentrations, and “Percent Efficiency” was calculated using the following equation,

$$\% \text{ Efficiency} = [ ( (\text{Dilution factor})^{\frac{1}{-\text{slope}}} ) - 1 ] \times 100$$

where the dilution factor is 10, and the slope is based on a linear regression trendline.

All sequences based on Japanese medaka HdrR in Ensembl release 114, May 2025

**Supplemental Table S2. Down regulation of mitochondrial genes following TPhP treatment.**

| <b>Gene Symbol</b> | <b>Expr Log 2 Ration</b> | <b>Entrez name</b>                            | <b>Transcript ID</b> |
|--------------------|--------------------------|-----------------------------------------------|----------------------|
| <i>cox2</i>        | -8.012550544             | Cytochrome c oxidase subunit II               | ENSORLG00000021766   |
| <i>nd2</i>         | -8.012449194             | NADH dehydrogenase subunit 2                  | ENSORLG00000021757   |
| <i>nd1</i>         | -7.689928322             | NADH dehydrogenase subunit 1                  | ENSORLG00000021753   |
| <i>atp6</i>        | -7.219403361             | ATP synthase F0 subunit 6                     | ENSORLG00000021769   |
| <i>nd3</i>         | -6.27968668              | NADH dehydrogenase subunit 3                  | ENSORLG00000021772   |
| <i>atp8</i>        | -4.151807105             | ATP synthase F0 subunit 8                     | ENSORLG00000021768   |
| <i>nr1d4a</i>      | -2.861679239             | Nuclear receptor subfamily 1 group D member 1 | ENSORLG00000007837   |
| <i>cox1</i>        | -2.487641734             | Cytochrome c oxidase subunit I                | ENSORLG00000021763   |
| <i>nr1d4b</i>      | -1.990600945             | Nuclear receptor subfamily 1 group D member 1 | ENSORLG00000015399   |

<sup>a</sup> Transcript ID obtained from the Ensembl (ID= ENSORLGXXXXXXXXXX), Japanese medaka HdrR in Ensembl release 114, May 2025

## SUPPLEMENTAL FIGURES.

**Supplemental Figure S1. Larval growth.** Stunted growth observed in TPhP-treated medaka at 20 dpf. Values represent the mean  $\pm$  SD fold change  $n = 8-10$  larvae per treatment. Asterisks indicate statistically significant differences ( $P < 0.05$ ) using an unpaired, one-tailed Student's t-test

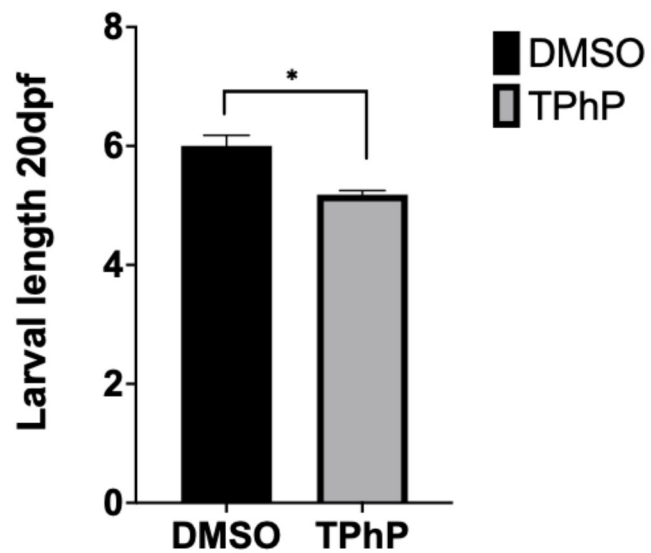

[illegible]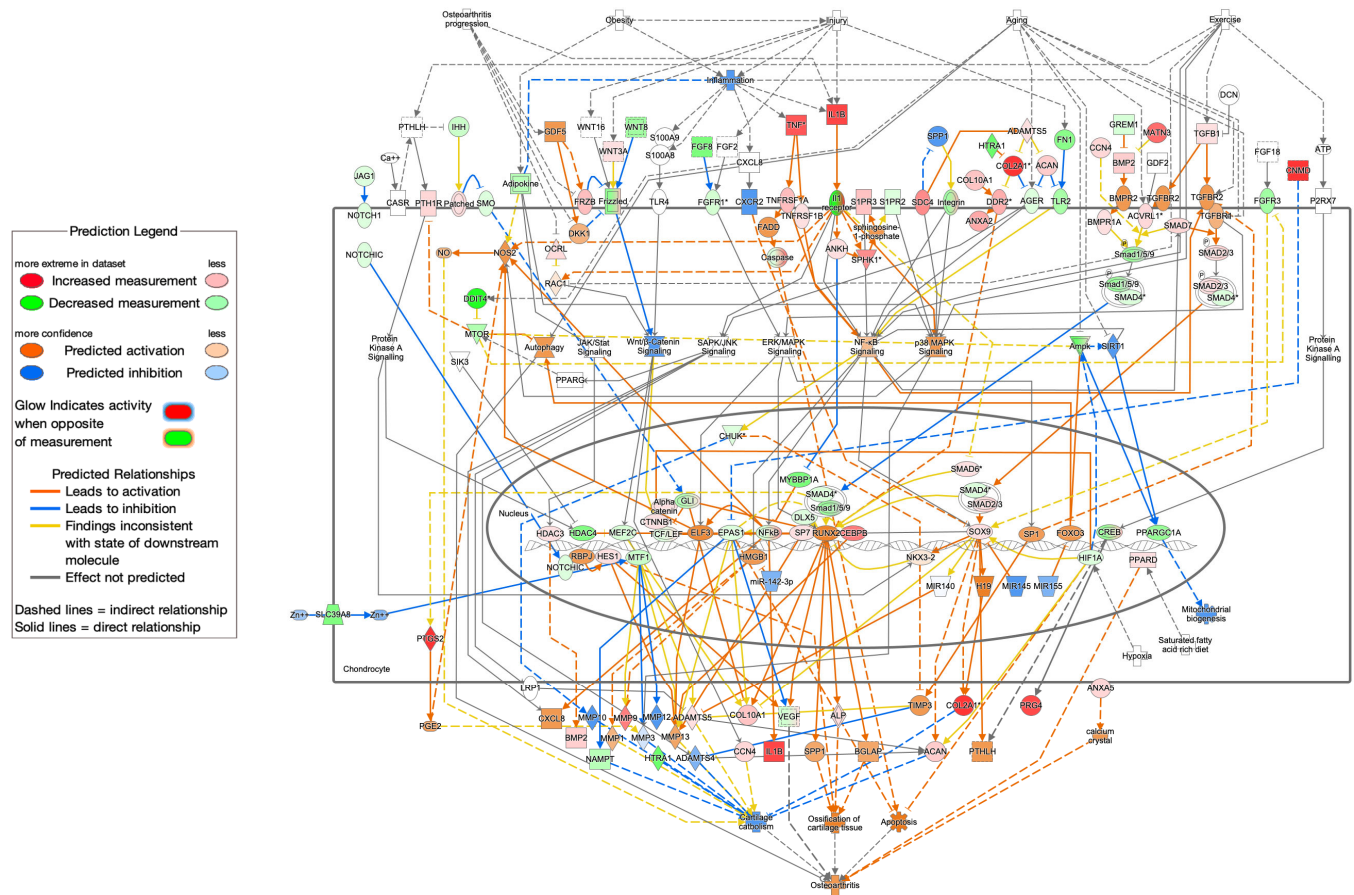

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

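RNA was sequenced from axial tissue of medaka at 14 dpf, from 4 libraries of DMSO-treated larvae and 4 of larvae treated with 1 µM TPhP, each a pool of 15 to 20 larvae. The authors assessed the reads with FastQC, trimmed poor-quality bases, aligned the reads to ASM223467v1 with STAR and deposited raw counts of uniquely mapped reads per gene from htseq-count. The libraries were prepared to keep the strand, but the strand option of the counting is not named in the paper's text. An Ensembl release is given for the sequences and identifiers of Supplemental Tables S1 and S2, and none for the counting, so counts of overlapping and antisense genes are uncertain. The authors' own comparison used DESeq2 with treatment in the model. Here edgeR had been fixed as the test before the data were examined, and DESeq2 is an alternative.

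Everything else was computed here from those counts. All 8 columns of counts were used. Library totals lay between 46561277 and 51501685, so that depth differed little between the groups. The TMM factors did not overlap, at 0.847 to 1.00 in DMSO libraries and 1.02 to 1.21 in TPhP libraries. Counts were filtered with edgeR's default filter (15893 of 18064 genes kept), normalized with TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with treatment as the only factor. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 1.5, the criteria in the paper. CPM, counts scaled to the library size, use the TMM-normalized library sizes, and log2 CPM use a prior count of 2. Single genes and the mean over mitochondrial genes were compared by two-sided exact permutation tests over the 70 labelled splits, and the p of single genes was also adjusted over the 18 genes read. The edgeR test was tested on simulated counts for 15893 genes. Of these, 200 were changed by known fold changes, all well above 1.5-fold. The test recovered 91.5% of them, with 13 false calls, at the estimated dispersion. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

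Gene names came from Supplemental Tables S1 and S2, which pair 20 names with Ensembl identifiers. Of these, 18 were read from the counts. The RefSeq gene table of ASM223467v1 carries no Ensembl identifiers and was used only for the positions of 13 genes, matched by name. The rule for naming genes took every gene that the paper names for the RNA-Seq data, in Supplemental Tables S1 and S2 or in its discussion of the osteoarthritis pathway, the number of changed members of gene families, the 3 largest changes each way past the threshold in Supplemental Figure S2, and the 5 genes with the lowest p each way past the threshold whose libraries did not overlap. As no gene passed the threshold, only genes of Supplemental Tables S1 and S2 are named. The genes of the osteoarthritis pathway as a whole, the nuclear genes of oxidative phosphorylation, the replication and mitosis genes and the TNF and NF-kB response genes were planned as sets but were not analysed here, since their names could not be paired with identifiers. The pathway and gene set enrichment analyses were not repeated.

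The alternatives fixed at the same time as the main test were DESeq2 1.42.0, RLE factors, no filter on low counts, at least 10 counts in every library, the mitochondrial genes left out of the normalization, the replicate number as a block, each library left out in turn, other fold-change thresholds, and for the mitochondrial mean the median over genes and a prior count of 0.5. The replicate numbers come from the library names. The deposited title of TPhP replicate 4 ends in the same number as that of TPhP replicate 3, and this conflict was left open. Alternatives added after the values had been seen were DESeq2 without TPhP replicate 1, DESeq2 with shrunken fold changes with and without that library, library sizes without normalization factors, and DESeq2, with and without shrinkage, without both DMSO replicate 4 and TPhP replicate 1. The last pair left out libraries because of how they looked on the principal components, so those fits are listed for completeness and no result rests on them.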

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

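The tests of library size and of mislabelling below were chosen after the position of TPhP replicate 1 had been seen. The share of counts on the most counted genes was fixed as a test before it was computed.

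One library lay far from the others of its treatment in 9 of 40 groups of 4 values examined, DMSO and TPhP groups together. Chance gives 2.0. In all 9 the library was TPhP replicate 1, set against the other TPhP libraries. As a share of the whole range of the TPhP libraries, its gap to the nearest of them in log2 CPM was 0.966 for *cox2*, 0.996 for *nd2*, 0.914 for *nd1*, 0.894 for *atp6*, 1.00 for *atp8*, 0.894 for *nr1d4a*, 0.875 for *cox1* and 0.902 for *nr1d4b*, and 0.938 for the mean over the mitochondrial genes. For *atp8* the value is fixed by the other 3 TPhP libraries, which all had 0 counts, and carries no weight. Each is above Dixon's 95% critical value for 4 samples. These genes are not independent of one another, so the 9 groups describe one library and not 9 events.

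Library size does not account for the gap, since its total of 50653238 counts lay within the totals of the other TPhP libraries. Nor did a few genes take more of its counts, since 23.7% of them fell on the 10 most counted genes against 21.0% to 25.6% in the other TPhP libraries. A mislabelled or unexposed pool remains a candidate explanation. Over the 1000 genes with the lowest p among the other 7 libraries, TPhP replicate 1 sat at 0.0508 on a scale where 0 is the DMSO mean and 1 the TPhP mean. Left-out DMSO libraries, placed the same way, sat at 0.173 to 0.580, and TPhP replicates 2 to 4 at 0.716 to 1.39. The genes and both means were set anew for each library placed. TPhP replicate 1 was part of the TPhP mean in every placement but its own. Its 0.0508 therefore cannot be ranked against the values of the DMSO libraries. With the labels of TPhP replicate 1 and DMSO replicate 1, 2, 3 or 4 exchanged, edgeR gave 2670, 3403, 3176 and 3636 genes at an unadjusted p under 0.05, against 2582 with the real labels. It called 250 genes with DMSO replicate 4 exchanged and 0 with the others or the real labels. Moving TPhP replicate 1 out of the TPhP group would raise these counts for an exchanged, an unexposed or a weakly responding pool alike, so they do not bear on an exchange. No DMSO library sat as high as TPhP replicates 2 to 4 on the scale above, or as low in the mean over the mitochondrial genes, at 7.33 to 8.36 against 0.571 to 0.963. The mean of TPhP replicate 1 over the mitochondrial genes, 6.90, was below the lowest DMSO library at 7.33, and its *col2a1*, 81.5 CPM, was above the highest DMSO library at 73.0. A weak response of that pool to TPhP is the biological alternative, and the counts cannot tell it apart from a mislabelled pool.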

How the results depend on the processing

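With all 8 libraries, edgeR called 0 genes, 0 higher and 0 lower, and 0 of the 9 genes of Supplemental Table S2, against 2582 genes at an unadjusted p under 0.05. These counts stayed at 0 with RLE factors, without a filter on low counts, with at least 10 counts in every library, with the mitochondrial genes left out of the normalization, at other fold-change thresholds and with library sizes only. The last, added after seeing the values, gave 4689 genes at an unadjusted p under 0.05 and a lowest adjusted p of 0.068, and shifted the median log2 fold change of all genes from 0.02 to 0.30. With a replicate block the number was also 0, at 2072 genes with an unadjusted p under 0.05. The deviations of same-numbered libraries from their group means had a correlation of 0.0016 over all pairs together, and of 0.071, 0.21, 0.025 and −0.25 for replicates 1 to 4. For the mitochondrial mean, the paired difference of −5.69 equals the unpaired one by arithmetic, and the smallest p that 4 pairs allow is 0.125.

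DESeq2 gave 618 genes, 451 higher and 167 lower, and 1 gene of Table S2. Across the 8 fits that each left out one library, edgeR gave from 0 to 1712 genes, 0 to 940 higher, 0 to 772 lower and 0 to 9 of Table S2. The high end came without TPhP replicate 1, and without DMSO replicate 4 there were 4, against 3059 genes at an unadjusted p under 0.05. These 4, chosen after their values were seen and paired with no name, were ENSORLG00000001512 and ENSORLG00000011293, higher, and ENSORLG00000009594 and ENSORLG00000012618, lower. The following were chosen after seeing the values. DESeq2 with shrunken fold changes gave 543 genes (402 higher, 141 lower, 1 of Table S2). DESeq2 without TPhP replicate 1 gave 2304 (1240 higher, 1064 lower, 9 of Table S2), or 2173 with shrinkage (1189 higher, 984 lower, 9 of Table S2). Without both DMSO replicate 4 and TPhP replicate 1, libraries picked by how they looked, DESeq2 gave 2621 (1429 higher, 1192 lower, 9 of Table S2), or 2435 with shrinkage (1341 higher, 1094 lower, 9 of Table S2). Of the 1712 edgeR calls without TPhP replicate 1, 1700 were shared with DESeq2 without it, and 609 of the 618 DESeq2 calls over all libraries were among the 2304. For the counts that changed, the cause was not tested.

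The mitochondrial mean was lower with TPhP in every fit, from −7.23 to −5.12 across the fits that each left out one library. Its exact p was 0.0571 without any one DMSO library, because parting TPhP replicates 2 to 4 from TPhP replicate 1 and the DMSO libraries then gave a larger difference, from −7.16 to −6.90, than the real labels. It was 0.0286, the smallest that 70 or 35 splits gave, in the other unpaired comparisons. Among the 18 genes, the direction changed for *bmp4* (−0.026 without DMSO replicate 4 and −0.025 without TPhP replicate 4) and for *sp7* (−0.056 without TPhP replicate 4), and the cause was not tested. Across the 8 fits, *bmp4* ranged from −0.026 to 0.25 and *sp7* from −0.056 to 0.22. Over the alternatives set before the data were examined, 13 of 250 values for single genes moved past the threshold, and 3 changed sign.

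As many genes were called in all 8 of the 8 comparable splits, since each gave 0. Comparable splits part every same-numbered pair, and with 8 of them the share cannot fall under 0.125. At an unadjusted p under 0.05, 2 of the 8 gave as many genes as the real one. With DESeq2, 1 of the 8 gave as many, the real split, and the next gave 370 genes. Without TPhP replicate 1, 1 of 8 splits gave as many, again the real one, and the other comparable splits gave 0, but a split that parts 2 pairs, DMSO replicates 1 to 3 against the rest, gave 164 genes. The other 27 of the 35 splits of 8 libraries part 2 or 0 same-numbered pairs, and one of them, with DMSO replicate 4 beside TPhP replicates 2 to 4, gave 250 genes. The limit of 0.125 comes from comparing only splits that part every pair. Over all 35 splits without TPhP replicate 1, a library singled out after its values were seen, the real one called the most genes. Over all 35 splits of 8 libraries it did not. Simulated changes were recovered at this number of libraries, so the number of libraries alone does not set the count of 0.

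The sets of osteoarthritis, nuclear oxidative phosphorylation, replication and mitosis, and TNF and NF-kB genes were not run. *Atp8* and *nd3* have no value with at least 10 counts in every library.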

Differences from the paper's values

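With all 8 libraries, edgeR called 0 genes changed by TPhP against the paper's 2499, 0 higher against the paper's 1428 and 0 lower against the paper's 1071. Of the alternatives set before the data were examined, leaving out TPhP replicate 1 came within 1.5-fold of the paper's total, at 1712 genes, and of its lower genes, at 772, but not of its higher genes, at 940. The others did not, DESeq2 giving 618. Among settings chosen after seeing the values, DESeq2 without TPhP replicate 1 gave 2304 genes (1240 higher, 1064 lower), and 2173 with shrunken fold changes (1189 higher, 984 lower). DESeq2 without both DMSO replicate 4 and TPhP replicate 1, libraries picked by how they looked after seeing the values, gave 2621 genes (1429 higher, 1192 lower), and 2435 with shrunken fold changes (1341 higher, 1094 lower). These last 2, nearest to the paper's total among the settings run, both missed log2 fold changes of Supplemental Table S2. Without shrinkage the largest gap was 5.01, for *atp8*. That gene had 0 counts in every TPhP library left, so its value is only a bound. In the same fit *nd3* had −7.86 against the paper's −6.28. With shrinkage the largest gap was 1.95, for *nd3* at −4.33. Of the settings run, DESeq2 with shrunken fold changes and without TPhP replicate 1, chosen after seeing the values, was the one under which the 3 counts came within 1.5-fold of the paper's and all 9 fold changes within one standard error. The paper's text does not name its libraries.

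All 9 log2 fold changes of Supplemental Table S2 differed from the paper's by more than one standard error. The values here against the paper's were −3.16 and −8.01 for *cox2*, −3.01 and −8.01 for *nd2*, −3.13 and −7.69 for *nd1*, −3.48 and −7.22 for *atp6*, −3.16 and −6.28 for *nd3*, −2.90 and −4.15 for *atp8*, −1.37 and −2.86 for *nr1d4a*, −1.99 and −2.49 for *cox1*, and −1.17 and −1.99 for *nr1d4b*. With the replicate number as a block, set before the data were examined, 7 of the 9 came within one standard error of the paper's, with 0 of them past the adjusted threshold. Leaving out TPhP replicate 1 brought 2 within it (*cox1* and *nr1d4b*) and called all 9 lower. DESeq2 brought in *atp8* and called *cox1*. Leaving out DMSO replicates 1 or 3 brought in *atp8* and *cox1*, and DMSO replicates 2 or 4 *atp8*. Each fit was judged by its own standard error. For *atp8* that error was wider in these fits and with DESeq2, from 1.35 to 2.13, against 1.23 with edgeR over all libraries. The value of *atp8* moved nearer to the paper's only without DMSO replicate 3, to −3.06. The other alternatives set before the data were examined brought in none. DESeq2 with shrunken fold changes and without TPhP replicate 1, chosen after seeing the values, brought all 9 within one standard error, with a largest gap of 0.068. Of the other settings chosen after seeing the values, DESeq2 without TPhP replicate 1 brought in 2 and called all 9, DESeq2 without both DMSO replicate 4 and TPhP replicate 1 brought in 1, or 6 with shrinkage, and called all 9, and DESeq2 with shrunken fold changes over all 8 libraries brought in 0 and called *cox1*.

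The paper states that *sp7* and *sox9* were lowered in the RNA-Seq data, without naming the *sox9* gene meant. *Sox9b*, which its qPCR reports as lowered, is paired with no Ensembl identifier and was not analysed here. Here the log2 fold change was 0.12 for *sp7* and 0.16 for *sox9a*, neither past the threshold in any setting run. The paper states that *col2a1* and *col1a1* were significantly raised. Here *col2a1* had 2.00 and *col1a* 0.52, neither past the threshold with edgeR over all libraries. *Col2a1* was called higher with DESeq2, without TPhP replicate 1, and in each DESeq2 setting chosen after seeing the values, and *col1a* in none. In its discussion of the osteoarthritis pathway, the paper states that *osx*, which is *sp7*, was raised. It also states that *bmp*, without naming a member, was dysregulated there, and *bmp4* had 0.13 here, past the threshold in none of the settings run.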

Other observations

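The 3 tests in this part were chosen after the fall of the mitochondrial counts had been seen.

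The fall of the mitochondrial counts was unequal, with log2 fold changes from −3.48 for *atp6* to −1.99 for *cox1* over all libraries, and −9.38 for *nd2* against −2.69 for *cox1* without TPhP replicate 1, where *atp8*, with 0 counts in every TPhP library left, gives only a bound. A loss of all mitochondrial transcripts together would lower every well-counted gene of that genome. Among the 37 identifiers whose numbers run on from those of the mitochondrial genes of Supplemental Table S2, these included, 15 had 30 or more counts in every DMSO library, and 9 of these were lower with TPhP by at least 1 on the log2 scale while 6 were not. Their names are not paired with the identifiers, so it was not tested whether those 6 are mitochondrial, and a joint loss cannot be ruled out. A strain or donor difference could also lower counts through variants. Outside the run, 3 identifiers with 30 or more counts in every DMSO library had 3 or fewer in a TPhP library, 2, 0, 0 and 1 of them in TPhP replicates 1 to 4. Each DMSO library, set against the other DMSO libraries, lacked 13, 3, 0 and 0 in replicates 1 to 4. In 13 other identifiers outside the run, each DMSO library had 3 or fewer counts and a TPhP library 30 or more. By library these were 0, 4, 1 and 10 in TPhP replicates 1 to 4, and 6, 0, 0 and 3 in DMSO replicates 1 to 4, each set against the other DMSO libraries. In TPhP replicates 2 to 4, where the mitochondrial counts fell most, the lost identifiers lay within the range of those between DMSO libraries. Of the identifiers counted the other way, the 4 and 1 in TPhP replicates 2 and 3 also lay within the DMSO range of 0 to 6. The 10 in TPhP replicate 4 lay above it. Each DMSO library was also set against fewer DMSO libraries than each TPhP library was. These counts therefore cannot decide whether nuclear genes carried a strain difference. The paper states that embryos of the inbred Hd-dR strain were used for the exposure. A variant in the mitochondrial genome alone was not tested. Reads shared with near-identical nuclear copies may also be involved. The fall in *cox1* was smaller by 1.10 on the log2 scale than the mean of its neighbours *nd2* and *cox2*, over all libraries. Without TPhP replicate 1 the difference was wider, with −2.69 for *cox1*, −9.38 for *nd2* and −8.92 for *cox2*. Whether shared reads are behind it cannot be decided without the reads. A biological fall of the mitochondrial transcripts with TPhP cannot be told apart from a joint loss, a strain or donor difference, a mitochondrial variant or shared reads.

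The reference gene of the qPCR, *rpl13a*, had 2892 ± 456 CPM (SD, n = 4) with DMSO and 2190 ± 98.4 (SD, n = 4) with TPhP. Its log2 fold change was −0.40 (standard error 0.14, adjusted p = 0.227 from edgeR's quasi-likelihood test, from 0.0919 to 1.00 over the alternatives set before the data were examined and from 3.1e-05 to 0.481 over those added later), and the groups overlapped (two-sided exact permutation test, p = 0.0857). With library sizes only, the value was −0.11.

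For genes with qPCR primers in Supplemental Table S1, apart from *rpl13a* and those not analysed here, the RNA-Seq log2 fold changes were 0.13 for *bmp4*, 0.58 for *runx2*, 0.42 for *twist1*, 0.12 for *sp7*, 0.16 for *sox9a*, 0.68 for *col10a1*, 0.52 for *col1a* and 2.00 for *col2a1*. None of these 8 genes passed the threshold with edgeR over all libraries, and the direction for *bmp4* and *sp7* changed when single libraries were left out. The paper's qPCR has *col10a1* and *sp7* lowered, *col1a*, *col2a1*, *twist* and *bmp4* raised, and *runx2* not significantly altered. In the RNA-Seq data *col10a1* was higher instead, from 0.34 to 0.84 over the alternatives set before the data were examined. It passed the threshold in none of them.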
